# Differential Expression of microRNAs in the Non-Permissive Schistosome Host *Microtus fortis* under Schistosome Infection

**DOI:** 10.1371/journal.pone.0085080

**Published:** 2013-12-31

**Authors:** Hongxiao Han, Jinbiao Peng, Yanhui Han, Min Zhang, Yang Hong, Zhiqiang Fu, Jianmei Yang, Jianping Tao, Jiaojiao Lin

## Abstract

The reed vole *Microtus fortis* is the only mammal known in China in which the growth, development and maturation of schistosomes (*Schistosoma japonicum*) is prevented. It might be that the anti-schistosomiasis mechanisms of *M. fortis* associate with microRNA-mediated gene expression, given that the latter has been found to be involved in gene regulation in eukaryotes. In the present study, the difference between pathological changes in tissues of *M. fortis* and of mice (*Mus musculus*) post-schistosome infection were observed by using hematoxylin-eosin staining. In addition, microarray technique was applied to identify differentially expressed miRNAs in the same tissues before and post-infection to analyze the potential roles of miRNAs in schistosome infection in these two different types of host. Histological analyses showed that *S. japonicum* infection in *M. fortis* resulted in a more intensive inflammatory response and pathological change than in mice. The microarray analysis revealed that 162 miRNAs were expressed in both species, with 12 in liver, 32 in spleen and 34 in lung being differentially expressed in *M. fortis*. The functions of the differentially expressed miRNAs were mainly revolved in nutrient metabolism, immune regulation, etc. Further analysis revealed that important signaling pathways were triggered after infection by *S. japonicum* in *M. fortis* but not in the mice. These results provide new insights into the general mechanisms of regulation in the non-permissive schistosome host *M. fortis* that exploits potential miRNA regulatory networks. Such information will help improve current understanding of schistosome development and host–parasite interactions.

## Introduction

Schistosomiasis is one of the most serious zoonotic diseases, afflicting more than 200 million individuals in tropical and sub-tropical regions [1]. It is caused by trematodes of the genus *Schistosoma*, the most prevalent species being *Schistosoma mansoni*, *Schistosoma japonicum* and *Schistosoma haematobium* [2]. It is reported that more than 46 species of mammals are naturally infected by *S. japonicum* in China. The reed vole, *Microtus fortis* is the only mammal found in endemic areas of China in which the parasite is naturally prevented from maturing and completing its life cycle [3,4,5]. Most of the worms are consumed in the lung and those that remain migrate to the liver, where they are then eliminated; thus, no adult worms or eggs have been found in any schistosome-infected *M. fortis* [6]. By contrast, BALB/c mice are a susceptible host for *S. japonicum* and approximately 70% of worms are able to complete their life cycle in this animal. Previous reports indicate that humoral and/or cellular immunity might have an important role in the restricted development of *S. japonicum* in *M. fortis*. Some studies have been carried out to investigate the mechanisms and immunopathogenesis behind the host response to schistosome infection in liver, lung and spleen [7,8,9]. Jiang et al. reported that some immune-related and apoptosis-inducing genes were up-regulated, whereas some development-associated genes were down-regulated in *M. fortis* 10 days post-infection compared with uninfected animals. These results suggest that different hosts have different response mechanisms to schistosome infection [10].

MicroRNAs (miRNAs) are a class of endogenous, small noncoding RNAs that modulate gene expression at the post-transcriptional level. miRNAs by binding to their target mRNAs, causing a block of translation or degradation of mRNA [11]. MiRNAs are sequentially processed from primary transcripts (termed ‘pri-miRNAs’) into approximately 70-nucleotide (nt) stem-loop precursors in the nucleus, and then further cleaved in the cytoplasm by the Dicer enzyme into approximately 23-nt functional sequences [12]. Since Ambros et al. reported the discovery of the first miRNA, lin-4 in *Caenorhabditis elegans* [13], it has been further confirmed that miRNAs are evolutionarily conserved in many species, demonstrating their universal roles in the regulation of gene expression. It has been shown that miRNAs have fundamental roles in diverse biological and pathological processes, including development, apoptosis, proliferation, differentiation, organ development, carcinogenesis, energy metabolism, and the immune response [14,15,16]. In recent years, studies have shown that miRNAs are deregulated under different pathological conditions, such as cancer and liver injury. MiRNA expression profiles have also been reported for distinguishing cancerous from non-cancerous tissue for finding biomarkers or therapeutic targets [17,18]. MiRNA might also be an important factor in the complex interaction between parasites and their hosts, as well as in parasite drug resistance [19,20,21]. A class of miRNAs was found to regulate promoter binding of the nuclear factor (NF)-kB p65 subunit in human cholangiocytes in response to *Cryptosporidium parvum* infection, which might be relevant to the regulation of epithelial antimicrobial defense [21]. However, only a few studies have investigated the differences in miRNA expression and its specific biological function(s) in hosts infected by parasites [22,23]. 

In the current study, the inflammatory response and pathological changes in different tissues from *M. fortis* were observed using hematoxylin-eosin staining. In addition, specific differential expression of miRNAs in *M. fortis* was identified by using miRNA microarray technique. The biological functions of the differentially expressed miRNAs were investigated by bioinformatics analysis. The results provide useful comparative information to better define the function of miRNAs during the infection of *M. fortis* by *S. japonicum* and could lead to a better understanding of schistosome development and host–parasite interactions.

## Materials and Methods

### Animal challenge and tissue preparation

Six-week-old specific pathogen-free (SPF) male BALB/c mice (each weighing approximately 20 g) and male *Microtus fortis* (each approximately 60 g) were obtained from the Shanghai Laboratory Animal Center, Chinese Academy of Sciences and Shanghai *Xipu*'*er-bikai* Experimental Animal Co., Ltd (Shanghai), respectively. All animal care and experimental procedures were conducted according to the guidelines for animal use in toxicology (Society of Toxicology USP, 1989). The study protocol was approved by the Animal Care and Use Committee of the Shanghai Veterinary Research Institute, Chinese Academy of Agricultural Sciences. For the experiment, 30 *M. fortis* and 30 BALB/c mice were subdivided into three groups of 10 each. Three additional animals were used as uninfected controls. The infection experiment was repeated in three independent biological replicates. All animals were singly housed for 1 week before infection. Food and water was available ad libitum. *M. fortis* and BALB/c mice were percutaneously infected with 3000 and 200 *S. japonicum* cercariae (Chinese mainland strain, Anhui isolate), respectively. The animals were sacrificed at 10 days post-infection (p.i.) and the lung, liver and spleen were harvested and preserved in RNAlater® (Ambion) at –80°C until RNA extraction. Tissues collected from the same animals were used for histological analyses.

### Histological assessment

The harvested liver, spleen and lung were dissected after the worms were perfused with phosphate buffered saline (PBS). The tissues were then fixed in 10% formalin (Sigma) and embedded in paraffin wax. Sections were processed and stained by hematoxylin and eosin (H&E) to assess tissue structure. The slides (thickness, 5 um) were visualized using fluorescence microscopy (Nikon, Japan). The image acquisition parameters and microscope settings were kept the same throughout the process.

### Total RNA isolation and quality control

Total RNA extraction from tissues was performed with the mirVana isolation kit, according to the manufacturer’s instructions (Ambion, USA). The quality of RNA was measured using a Nanodrop-1000 and the integrity was evaluated by Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Only cases with RNA Integrity Numbers (RIN) ≥7–10 were used for further study. Briefly, the assay began with 5 ug of RNA from each sample, which was size fractionated using an YM-100 Microcon filter (Millipore, Bedford, MA, USA). The small RNAs (<300 nt) extracted were 3′ extended with poly(A) polymerase. 

### Microarray analysis

MiRNA microarrays following the miRbase v17.0 were used to study the expression profiling of 1777 mature miRNAs, which comprised 1096 miRNAs in mouse, 679 in rat, two in Chinese hamster and 55 control miRNA sequences. Briefly, hybridizations were started according to the manual using a μParaflo^@^ microfluidic technology (LC Sciences, USA). The Cy5 dye-labeled small RNAs (<300nt) were dissolved in 100 ul 6xSSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO4, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C overnight. Hybridization images were scanned using a laser scanner (GenePix 4000B, Molecular Device) and digitize analysis was performed using Array-Pro software (Media Cybernetics, Bethesda, MD). Microarray hybridizations were performed in duplicate for all samples. The data were then normalized using a cyclic LOWESS (Locally-weighted Regression) method for further analysis. Full details of this miRNA microarray are deposited in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) public database with an associated platform accession number GPL15710. The raw data are available through GEO with the series accession number GSE38802. The entire microarray data are MIAME compliant.

We defined the differentially expressed miRNA using the ratio of detected signals log_2_-fold changes [log_2_(infected/control)] and the Student’s t-test was used to calculate *P* values. The differentially expressed miRNAs were selected based on a fold change >2 or < -2 and P values <0.05. 

### Predicted gene targets of differentially expressed miRNAs, gene ontology and KEGG pathway analysis

Targets of the miRNAs were predicted by using the online software, TargetScanS (http://genes.mit.edu/tscan/targetscanS2005.html) in conjunction with miRanda (http://www.microrna.org/microrna), PicTar (http://pictar.org/) and RNAhybrid (http://140.109.42.4/cgi-bin/RNAhybrid/RNAhybrid.cgi). The target genes of differentially expressed miRNAs were analyzed in terms of their Gene Ontology (GO) categories and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, by using the DAVID (Database for Annotation, Visualization and Integrated Discovery) gene annotation tool ( http://david.abcc.ncifcrf.gov/) [24].

### MiRNA–gene network analysis

The top 20% miRNA target genes were collected, and subjected to miRNA–gene network analysis. The relationship between miRNAs and genes was evaluated by their differential expression values, and a miRNA–gene network was constructed according to the interactions of the miRNA and genes in the Sanger miRNA database [25]. The adjacency matrix of miRNA and genes (A=[ai,j]) was established based on the attribute relationships between the genes and the miRNA, where ai,j shows the weight of the relation of gene I with miRNA j. In the diagram of the miRNA–gene network, the circle represents the gene and the square the miRNA, with the relation between them represented by a line. 

Degrees in the center of the network represent the individual contribution of one miRNA or gene to the genes or miRNAs surrounding them. The key miRNAs and genes in the network usually had the highest degree [26,27]. Based on the miRNA degree, the network that represented the crucial miRNAs and their targets could be established.

### Validation of microarray data with qPCR analysis

Differentially expressed miRNAs were examined using quantitative stem-loop reverse transcription RT-PCR (*qPCR*) with SYBR green. The stem-loop reverse transcription primers were designed following the method described by Chen et al [28]. U6 RNA was selected as a housekeeping miRNA to normalize the miRNA expression[29,30,31].The RNA templates for the qPCR were performed on the same samples used for microarray hybridizations. The primers for the qPCR experiment were optimized by the PCR analysis to evaluate the specificity and sensitivity. Total RNA from tissues were quantified by nanodrop-1000 and reverse-transcribed to cDNA using RT primers and a SuperScript^TM^ Ⅲ Reverse Transcriptase kit (Invitrogen, USA). The 25μL qPCR reaction was as follows: 12.5μL SYBR^@^ Premix Ex Taq^TM^II (TaKaRa, Dalian, China), 1μL of forward and reverse primers mixtures, 1μL cDNA template, 0.5μL Rox Reference Dye II and 10μL Easy Dilution. The cycling protocol was as follows: 95°C for 30 sec, followed by 40 cycles of 95°C for 5 sec and 60°C for 34 sec. The quantification of each miRNA relative to U6 was calculated using the 2^-△△Ct^. method. All assays were performed in triplicate. The primer sequences are shown in Table S1.

### Statistical analysis

Data are expressed as mean ± standard deviation (SD). Differences between groups were determined by Student’s *t*-test. Statistical significance was reached at p<0.01.

## Results

### Histological changes in the liver, spleen and lung of *M. fortis* infected with *S. japonicum*

Some histological analyses of the liver and lung of *S. japonicum*-infected *M. fortis* and mice have been reported previously [10]. Livers from uninfected control *M. fortis* showed a normal structure (Figure 1A). In the livers of infected *M. fortis*, the edges of the partial hepatic lobule were undefined and some hepatocytes were out of shape and shrinking. A large number of eosinophils and lymphocytes, and a few neutrophils were observed in small inflammatory infiltrates. The bile canaliculi epithelium cells were proliferated and many eosinophils and lymphocytes were present in small inflammatory infiltrates adjacent to the portal area. Some neutrophils were detected on the edges of the hepatic lobule (Figure 1B).In the lungs of infected *M. fortis*, severe pathological damage and many inflammatory cells were observed. The structure of the lungs was destroyed, and the number of eosinophils, macrophages and lymphocytes increased significantly. Some neutrophils were observed in big inflammatory infiltrates compared with uninfected controls, which was concordant with previous reports. Severe hemorrhaging, hemostasis and hemosiderin deposition were observed around the bronchiole (Figure 1C, D).The splenic architecture showed no changes during the early period of *S. japonicum* infection, but more macrophages were observed in infected spleen of *M. fortis* (Figure 1E, F).

**Figure 1:**
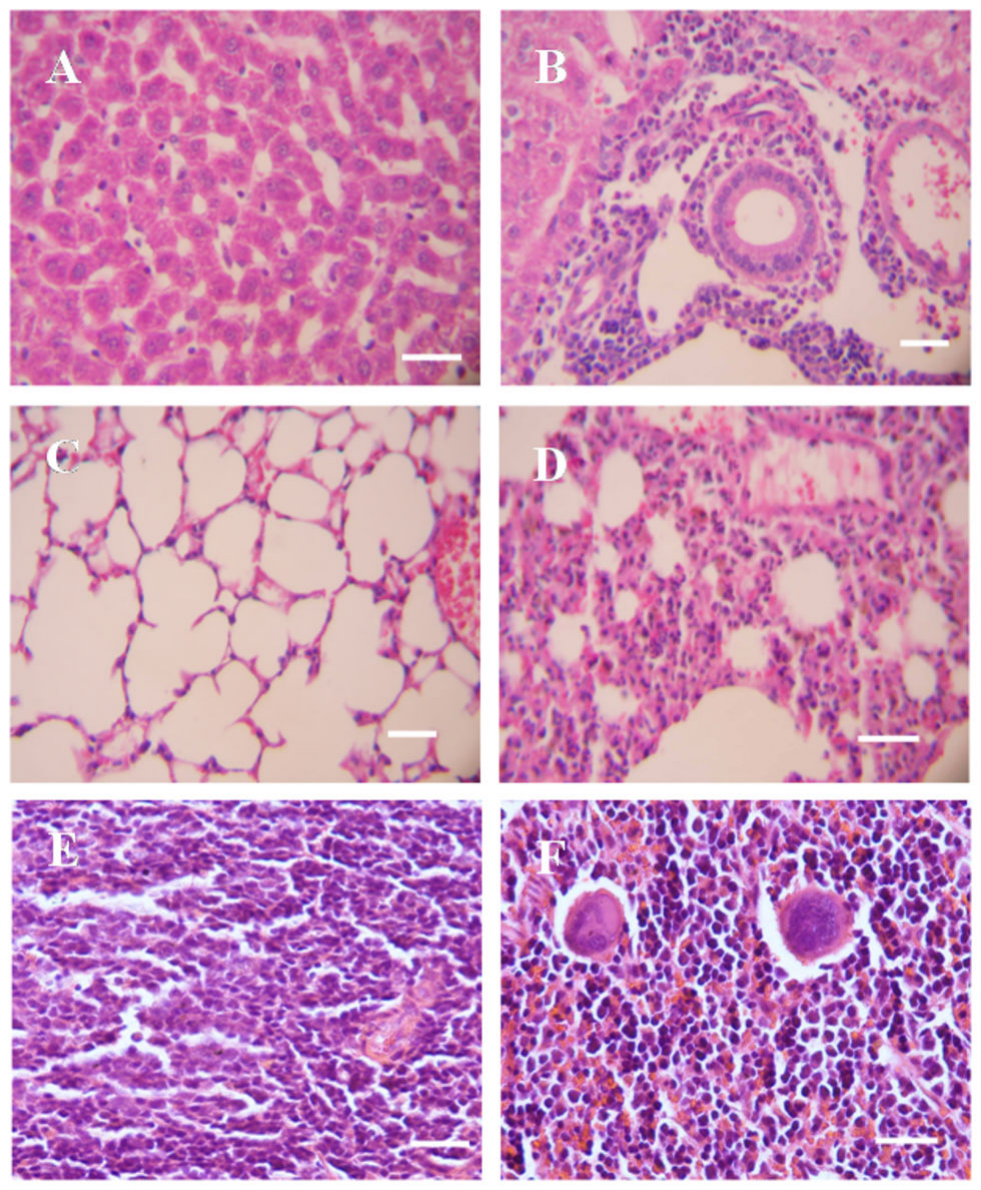
Histopathology of different tissue sections prepared from *M. fortis* by HE staining. (A-F) tissues prepared from *M.fortis* (×400),(A) uninfected liver, (B) infected liver, (C) uninfected lung, (D) infected lung, (E) uninfected spleen, (F) infected spleen, macrophages were observed. Bar=20μm.

### Microarray analysis of differentially expressed miRNAs in tissues in infected *M. fortis* and mice

The expression profiles of 1777 mature miRNAs were assessed using miRNA microarrays (Sanger miRbase v17.0) in the liver, spleen and lung of *M. fortis* and BALB/c mice in uninfected and *S. japonicum*-infected groups. 

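Liver, spleen and lung RNA of M. fortis and BALB/c mice was hybridized to 1-colour Cy5 microarrays, with 1 array for each species, tissue and infection state, which makes 12 arrays. Infected M. fortis had received 3000 cercariae and infected mice 200, and tissues were taken on day 10. A further 6 arrays of rat tissues, with 2000 cercariae per infected rat, were hybridized in the same series and are used here for normalization and in comparisons that name rat. Each array held probes with different target sequences, 1096 named for mouse and 362 named for rat miRNAs, and each probe was spotted 2 times. The authors deposited the scanner intensity of every spot without background correction, and a separate table of normalized intensities with 1 value per probe and array. The values given here were computed from the scanner intensities: normexp background correction with an offset of 50, log2 transformation, the mean of both repeat spots, and cyclic loess normalization over all 18 arrays. A miRNA was counted as observed in a tissue when its normalized signal was at least 500 on the uninfected or the infected array, and as changed when it was observed and its log2(infected/uninfected) was at least 1 or at most -1. With 1 array per condition the difference between conditions has no replicate check and no p-value, and the spread given beside a log2 ratio is the SD between the repeat spots, which measures technical error within the arrays only.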

Excluding any miRNAs with a signal intensity of <500, differences in miRNAs expressed in the infected compared with the uninfected animals are shown in Figure 2A. 

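Median scanner intensity of the 740 empty spots ranged from 32.5 on the uninfected mouse liver array to 111 on the infected mouse spleen array. After normalization, between 141 and 176 probes reached a signal of 500 on each of the M. fortis and mouse arrays. The fewest were on the uninfected mouse liver array, where 88 probes reached 500 before normalization, against 224 on the infected mouse lung array. Among probes that reached 500, the median absolute log2 difference between the repeat spots was 0.10 to 0.25 on these 12 arrays.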

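Under the rule of at least 500 on 1 array of a pair, 165 miRNAs were observed in liver, 173 in spleen and 191 in lung of M. fortis, which is 11.3%, 11.9% and 13.1% of the probes. In mice, 165 were observed in liver, 184 in spleen and 213 in lung. When a signal of 500 was required on both arrays of the pair, the mouse lung count moved most, to 134. The uninfected mouse lung array behind that count carries nearly the same values as the uninfected mouse spleen array (r = 0.999 over 2916 spots on the log2 scale), so mouse lung values compare the infected lung with an array nearly identical to uninfected spleen.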

In total, 135 (172) miRNAs in liver, 142 (171) miRNAs in spleen and 136 (182) miRNAs in lung of *M. fortis* (mice) were identified. Among these, 125, 135 and 128 miRNAs (Totally 162 miRNAs) were common to both species in liver, spleen and lung, respectively. 

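The miRNAs observed in both M. fortis and mice numbered 144 in liver, 154 in spleen and 162 in lung, and 201 different miRNAs were common to both species in at least 1 tissue. The lung count fell to 107 when both arrays of a pair had to reach 500, the largest move among the alternatives tried.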

The remainder might be unique differentially expressed miRNAs in the tissues tested from each set of animals. 

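In liver, 21 miRNAs were observed in M. fortis but not in mice and 21 in mice but not in M. fortis. The corresponding counts were 19 and 30 in spleen, and 29 and 51 in lung. Over the miRNAs observed in both species, log2(infected/uninfected) of M. fortis and mice had a Spearman rho of -0.064 in liver, 0.23 in spleen and -0.62 in lung. The share with the same sign in both species was 51.4%, 62.3% and 29.0%. These values run across miRNAs, which are not independent replicates, and the lung values include the uninfected mouse lung array that matches spleen. In liver the rho became 0.13 when only the arrays of each pair were normalized together.

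**Figure D1:**
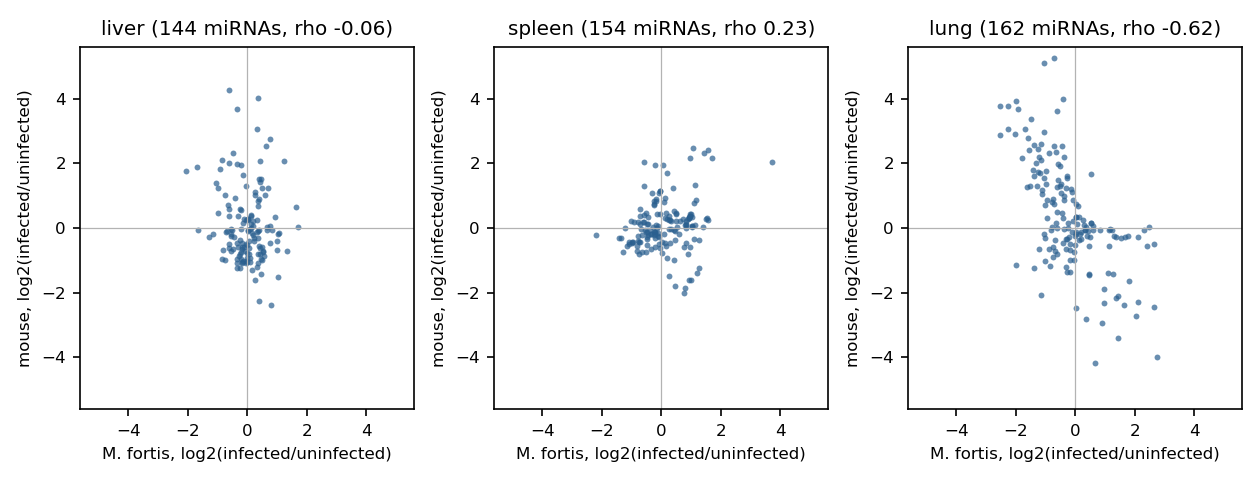
Change of each miRNA observed in both species, as log2(infected/uninfected) in M. fortis on the horizontal axis and in mice on the vertical axis, for liver, spleen and lung. Each point is 1 miRNA from 1 pair of arrays per species, and the lung panel slopes downward with a rho of -0.62.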

A dendrogram of a hierarchical clustering analysis of differentially expressed miRNAs between the two species is shown in Figure 2B,C and D. The result suggests a unique miRNA expression pattern in *M. fortis* under schistosome infection status. 

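Over the 292 miRNAs that reached 500 on at least 1 of the 18 arrays, each M. fortis array was closest to the other array of its own tissue, with a Spearman rho of 0.965 for liver, 0.954 for spleen and 0.906 for lung. The mouse liver arrays paired in the same way (0.935). Among the other mouse arrays, uninfected lung was closest to uninfected spleen (0.9999), infected spleen was closest to uninfected lung (0.941), and infected lung was closest to uninfected rat lung (0.863). The uninfected and infected mouse lung arrays had a rho of 0.716. Average-linkage clustering placed uninfected mouse lung with the spleen arrays, and no split of the tree followed infection across species. From the clustering of differentially expressed miRNAs in Figure 2B to D, the paper proposes a miRNA expression pattern particular to infected M. fortis.

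**Figure D2:**
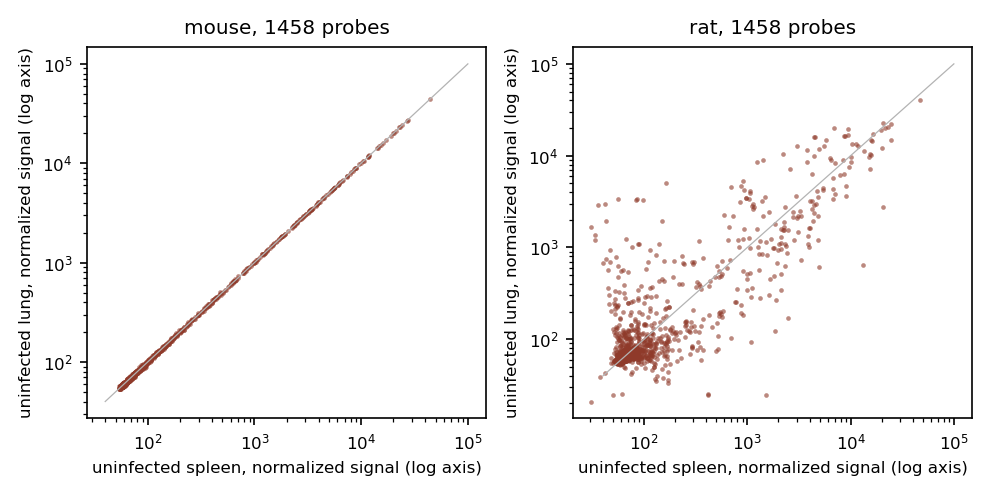
Normalized signal of each probe on the uninfected spleen array (horizontal log axis) and the uninfected lung array (vertical log axis) of mice on the left and of rat on the right, with 1 point per probe and a line where both signals are equal. The mouse points lie close to the line and the rat points scatter around it.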

Differentially expressed miRNAs in *M. fortis* when compared with mice are mostly listed separately in Table 1 and Table S2, with values of log_2_(infected/control) and -fold changes. 

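In M. fortis liver the largest rises were rno-miR-223 (log2(infected/uninfected) 3.06, SD 0.15 between repeat spots), mmu-miR-223 (2.63, SD 0.42) and rno-miR-365* (2.28, SD 0.17). The largest falls there were rno-miR-196c* (-2.07, SD 0.26), mmu-miR-181c (-1.93, SD 0.31) and mmu-miR-1195 (-1.70, SD 0.78). In M. fortis spleen, mmu-miR-691 rose most (3.71, SD 0.23), followed by mmu-miR-3473d (1.95, SD 0.15) and mmu-miR-328* (1.71, SD 0.33), and mmu-miR-107, rno-miR-10b and rno-miR-455* fell most. The place of mmu-miR-107 rests on 1 discordant spot, since its repeat spots gave log2 ratios of -4.02 and -0.34. The fall of rno-miR-455* (-1.59) had an SD of 1.49 between repeat spots and was -0.69 in the authors' normalized intensities. In M. fortis lung, rno-miR-223, rno-miR-328a* (2.64, SD 0.22) and mmu-miR-1195 (2.64, SD 0.075) rose most, and the falls picked by the same rule were mmu-miR-184 (at least 6.34-fold lower), rno-miR-205 (at least 6.89-fold lower) and mmu-miR-34b-3p. On the infected lung array mmu-miR-184 and rno-miR-205 were not well above the empty spots, nor was rno-miR-223 on the uninfected liver array, so these 3 changes have only a bound and their order is not measured. The largest rise and fall in mice were rno-miR-494 and rno-miR-290 (-2.39) in liver, rno-miR-494 and mmu-miR-290-5p (-3.33) in spleen, and rno-miR-200b (5.25) and mmu-miR-155 (-4.69) in lung, the last against an uninfected array that matches spleen.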

A positive log_2_ value indicates upregulation and a negative log_2_ value indicates down-regulation. Among the detectable miRNAs differentially expressed in the *M. fortis* samples, a total of 68 different miRNAs species were characterized, of which 12 were in liver, 32 in spleen and 34 in lung. In addition, miRNAs specifically expressed in *M. fortis* were also detected: 6 in liver (4 of which were up regulated and 2 were down regulated), 5 in spleen and 5 in lung (all of which were down regulated). 

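By the 2-fold rule alone, 22 miRNAs changed in M. fortis liver (14 up, 8 down), 39 in spleen (24 up, 15 down) and 81 in lung (28 up, 53 down), in all 115 different miRNAs. Of these, 14 in liver, 31 in spleen and 63 in lung were observed in the same mouse tissue too, in all 91 different miRNAs. The median log2 ratio of all observed miRNAs was 0.041 in liver, -0.072 in spleen and -0.46 in lung. When each pair of arrays was normalized on its own, the lung counts became 25 up and 20 down, with quantile normalization 27 and 18, and in the authors' normalized intensities 19 and 18. Falls stayed in excess with normalization over the M. fortis and mouse arrays alone (24 up, 51 down), with scaling to the median (9 and 75) and with no normalization (10 and 99), so the excess in lung depends on the method of normalization. In mice the counts were 35 up and 21 down in liver, 21 up and 17 down in spleen, and 61 up and 55 down in lung, the last against an uninfected array that matches spleen. In mouse liver the log2 ratio ran with mean signal (rho -0.47), and with cyclic loess within each pair it did not (-0.017). That normalization gave 34 changed miRNAs in mouse liver, against 56. Counts of other tissues moved with the method too. With no normalization between arrays, 2 of 67 changed miRNAs fell in mouse liver and 9 of 92 in mouse spleen. With scaling to the median, 22 of 28 fell in M. fortis liver.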

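Of the miRNAs that changed at least 2-fold in M. fortis, 8 in liver were not observed in mouse liver. The 6 that rose included both miR-223 probes and rno-miR-365*, and the 2 that fell were mmu-miR-181c and mmu-miR-322. In spleen there were 2 rises, of mmu-miR-3473d and of mmu-miR-142-5p, which was picked out after its value was seen, and 6 falls, among them both miR-10b probes. In lung 3 rose and 15 fell, among them mmu-miR-184, rno-miR-205, mmu-miR-34c and mmu-miR-375. Absence from mouse lung rests on the infected array alone, since the uninfected one matches spleen. On the infected array mmu-miR-34c had a signal of 417. Uninfected rat lung had 676 for mmu-miR-34c and 1666 for mmu-miR-375. Normalization of each pair on its own moved the lung counts most, to 0 up and 2 down.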

**Figure 2:**
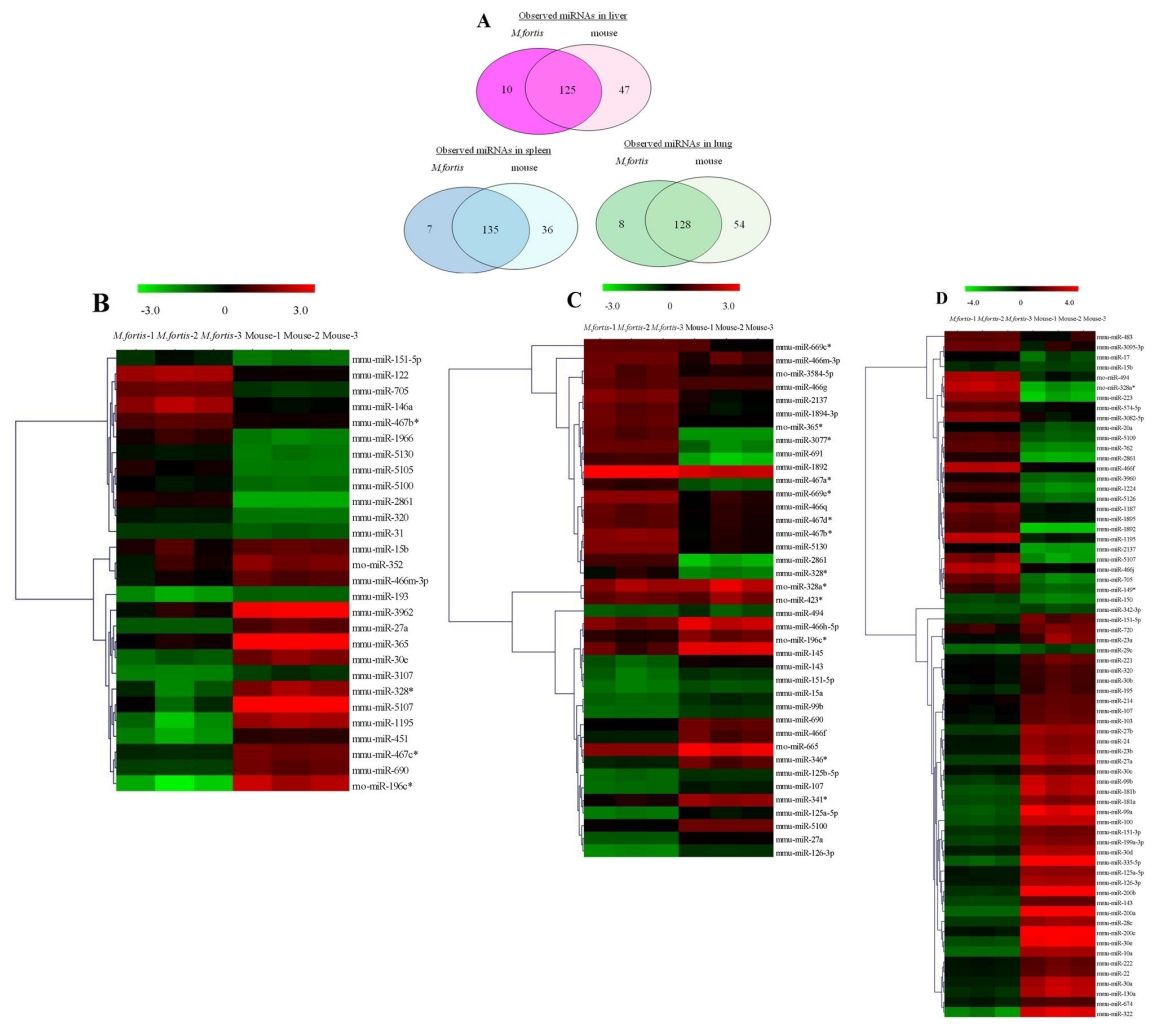
Expression profiling of miRNAs in different tissues of *M. fortis* and mice following *S. japonicum* infection. A:Comparison of observed miRNA in liver, spleen and lung of *M. fortis* and mice; B-D: miRNA expression profile in different tissue of *M.fortis* and mice following *S.japonicum* infection. The left and right panel shows a heat-map of selected miRNAs that showed changes in expression in different tissue in *M. fortis* and mice following *S. japonicum* infection. B: differentially expressed miRNA in liver, C: differentially expressed miRNA in spleen, D: differentially expressed miRNA in lung. Clustering of the microarray showing the stastically significant(*p<0.05) miRNAs in different tissues of *M. fortis* compared with mice. Three replicates from each tissue cluster together. Both up-regulated (the red color ) and down-regulated (the green color) miRNAs from the mean were identified. Then Columns and rows represent samples and particular miRNAs.

**Table 1:** Examples of differentially expressed miRNAs in different tissues in *M.fortis* compared with mice infected with *S japonicum*.

Tissue	miRNA	*M.fortis*		Mice	Tissue	miRNA	*M.fortis*		Mice	Tissue	miRNA	*M.fortis*		Mice
		Fold change					Fold change					Fold change		
		(infected/uninfected)					(infected/uninfected)					(infected/uninfected)		
	rno-miR-223	18.38				mmu-miR-691	20.68	5.21			rno-miR-223	9.25	0.05	
	mmu-miR-223	8.34				mmu-miR-328*	3.51	4.5			mmu-miR-1195	8.22	0.74	
	rno-miR-365*	4.76				mmu-miR-467a*	3.14	1.33			rno-miR-328a*	8	0.16	
	mmu-miR-122	3.92	1.12			rno-miR-665	3.07	7.36			mmu-miR-466f	7.52	1.07	
	mmu-miR-146a	3.76	0.97			mmu-miR-467d*	3.07	1.17			mmu-miR-466j	7.52	1.01	
	mmu-miR-705	2.39	0.64			mmu-miR-467b*	2.85	1.19			rno-miR-494	6.54	0.68	
	mmu-miR-872	2.19				rno-miR-223	2.73	0.8			mmu-miR-223	4.96	0.14	
	mmu-miR-467b*	2	1.16			mmu-miR-494	2.68	5.43			mmu-miR-705	3.16	0.24	
	mmu-miR-328*	0.5	3.27			mmu-miR-574-3p	2.43	1.69			mmu-miR-483	2.71	1	
Liver	mmu-miR-27a	0.49	2.03			mmu-miR-2137	2.28	1.04			mmu-miR-762	2.69	0.23	
	mmu-miR-30e	0.47	2.77			mmu-miR-466g	2.17	0.97			mmu-miR-1895	2.6	0.81	
	mmu-miR-322	0.38				mmu-miR-669e*	2.14	1.25			mmu-miR-574-5p	2.41	0.97	
	mmu-miR-3107	0.35	0.65		Spleen	mmu-miR-669c*	2.11	1.25		lung	mmu-miR-1224	2.33	0.22	
	mmu-miR-1195	0.32	3.78			mmu-miR-466q	2.1	1.22			mmu-miR-497	0.49		
	mmu-miR-451	0.3	1.42			mmu-miR-466m-3p	2.08	1.79			mmu-miR-150	0.48	0.24	
	mmu-miR-193	0.28	0.45			mmu-miR-27a	0.49	1.06			mmu-miR-143	0.47	2.93	
	rno-miR-196c*	0.19	4.44			mmu-miR-145	0.47	1.15			mmu-miR-181a	0.45	4.23	
	mmu-miR-181c	0.17				mmu-miR-15a	0.44	0.72			mmu-miR-30e	0.43	15.24	
						mmu-miR-107	0.44	0.81			mmu-miR-100	0.42	8.46	
						mmu-miR-125b-5p	0.44	0.68			rno-miR-143	0.41	3.01	
						mmu-miR-99b	0.42	0.63			mmu-miR-181b	0.41	7.78	
						mmu-miR-143	0.41	0.66			mmu-miR-99a	0.4	13.64	
						mmu-miR-125a-5p	0.38	0.9			mmu-miR-375	0.35		
						mmu-miR-151-5p	0.38	0.51			mmu-miR-200a	0.33	71.01	
						mmu-miR-126-3p	0.33	0.67			mmu-miR-10a	0.33	6.02	
						mmu-miR-99a	0.33				mmu-miR-29c	0.31	0.44	
						mmu-miR-10a	0.32				mmu-miR-34c	0.31		
						mmu-miR-100	0.29				mmu-miR-34b-3p	0.25		
						mmu-miR-10b	0.29				mmu-miR-429	0.23		
						mmu-miR-335-5p	0.25				mmu-miR-322	0.23	11.24	

A full list of differentially expressed miRNAs in different tissues in *M.fortis* compared with mice infected with *S japonicum* is shown in Table S2

### Analysis of the biological function of the differentially expressed miRNAs in *M. fortis* under infection status

The main functions of the differentially expressed miRNAs (with the reported function) in the different tissues of *M. fortis* infected with *S. japonicum* are shown in Table 2 (Table S3). 

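In M. fortis liver, mmu-miR-705 had a normalized signal of 2182 in uninfected and 5522 in infected animals (log2 ratio 1.34, SD 0.33, and 0.97 with scaling to the median), and in mice the ratio was -0.71. The log2 ratio of mmu-miR-27a was -0.98 (SD 0.0086) in M. fortis, just short of 2-fold, and 1.24 in mice, and that of mmu-miR-193 was -1.15 (SD 0.0096) and -0.19. The 2 probes for miR-223 rose from 265 to 1633 (mmu-miR-223) and from 169 to 1404 (rno-miR-223) in M. fortis and stayed below 500 on both mouse liver arrays. For mmu-miR-451 the signal fell from 12676 to 4016 in M. fortis (log2 ratio -1.66, SD 0.50), and in mice the ratio was -0.066 (SD 0.10), the lowest of its values over the alternatives. With no normalization between arrays the mouse ratios of mmu-miR-705, mmu-miR-193 and mmu-miR-451 were 0.29, 0.71 and 1.06, and in the authors' normalized intensities that of mmu-miR-193 was -1.11, past 2-fold as in M. fortis. Averaged over both spots, mmu-miR-122 had a log2 ratio of 1.03 in M. fortis and -0.18 in mice, with an SD of 1.01 and 1.29 between its repeat spots, as large as the ratios themselves.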

Some differentially expressed miRNAs in liver had important functions, such as involvement in nutrient metabolism, including a cholesterol metabolism regulator (miR-122), a lipid metabolism regulator (miR-705), an adipocyte differentiation and regulation factor (miR-27a and miR-193), and erythrocyte differentiation (miR-223 and miR-451). Additionally, there was an up-regulated miRNA miR-146a with a function in the innate immune system associated with monocyte regulation. 

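The signal of mmu-miR-146a in M. fortis liver was 276 in uninfected and 897 in infected animals, a log2 ratio of 1.70 (SD 0.049). In mouse liver it was 1209 and 1235, a ratio of 0.031 that is smaller than the SD between repeat spots (0.14) and became 1.01 with no normalization between arrays.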

As shown in Table 2, up-regulated miRNAs in the spleen were mainly related with pro- and anti-apoptotic proteins, but those miRNAs that were down regulated were all involved in immune system regulation, including miR-15a (regulation of lymphoid development), miR-107 (regulation of macrophage adhesion) and miR-125a-5p (regulation of the inflammatory response and lipid uptake). 

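In M. fortis spleen, mmu-miR-15a fell from 2031 to 1021, a log2 ratio of -0.99 (SD 0.052) that lies at the edge of 2-fold, and in mouse spleen the ratio was -0.43. The signal of mmu-miR-125a-5p fell from 8151 to 3537 in M. fortis, a fall that was short of 2-fold (-0.86) with no normalization between arrays, and in mice the log2 ratio was -0.0033 (SD 0.27, and 0.58 with no normalization between arrays). The averaged log2 ratio of mmu-miR-107 was -2.18 in M. fortis, with an SD of 2.60 between repeat spots that read far apart, and -0.21 in mice.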

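In M. fortis lung, mmu-miR-223 rose from 3123 to 12876 (log2 ratio 2.04, SD 0.013) and rno-miR-223 from 1156 to 7688 (2.73, SD 0.22). The log2 ratio of mmu-miR-1224 was 0.97 (SD 0.0020), short of 2-fold, that of mmu-miR-150 was -1.16 (SD 0.070, and -0.95 with normalization within each pair) and that of mmu-miR-200a was -1.98 (SD 0.021). On the mouse lung arrays, whose uninfected array matches spleen, the ratios were -2.72 for mmu-miR-223, -3.99 for rno-miR-223, -2.33 for mmu-miR-1224 and -2.07 for mmu-miR-150. There mmu-miR-200a had a signal of 64.8 on the uninfected array, not well above the empty spots, and 981 on the infected one, which is at least 12.2-fold higher.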

Among the differentially expressed miRNAs in lungs, most were correlated with immune system regulation, including miR-223 (regulation of the immune response), miR-1224 (regulation of tumor necrosis factor), miR-150 (differentiating stem cells towards megakaryocytes and control of B and T cell differentiation), miR-200a (regulation of immune response). Some of the miRNAs were involved in nutrient metabolism, such as miR-705 (regulation of lipid metabolism and inflammation), miR-143 (regulation of adipocyte differentiation) and miR-375 (regulator of glucagon levels and gluconeogenesis).

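The log2 ratio of mmu-miR-705 in M. fortis lung was 1.38 (SD 0.22), with signals of 1110.1 uninfected and 2894 infected, and 0.64 was its lowest value under the alternatives, with no normalization between arrays. Falls were seen for mmu-miR-143, from 12327 to 5078 (log2 ratio -1.28, SD 0.014), and for mmu-miR-375, from 2678 to 722 (-1.89, SD 0.097).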

**Table 2:** Main functions of the differentially expressed miRNAs in different tissues in *M.fortis* infected with *S. japonicum*.

Tissue	miRNA	Function
	Up-regulated	
	mmu-miR-122	regulation of cholesterol metabolism;a regulator of fatty-acid metabolism
	mmu-miR-146a	regulation of Monocyte Functional;regulation of inflammation and function in the innate immune system
	mmu-miR-705	regulation lipid metabolism and inflammation
Liver	mmu-miR-223	promoting granulocytic differentiation and suppression of erythrocytic differentiation
	Down-regulated	
	mmu-miR-27a	negative regulator of adipocyte differentiation
	mmu-miR-451	erythroiddifferentiation;regulates the drug-transporter protein P-glycoprotein
	mmu-miR-193	regulation of adipogenesis
	Up-regulated	
	mmu-miR-494	targeting proapoptotic and antiapoptotic proteins
	Down-regulated	
Spleen	mmu-miR-15a	regulation of lymphoid development
	mmu-miR-107	regulation of macrophage adhesion; regulator of insulin sensitivity
	mmu-miR-125a-5p	regulation of the inflammatory response and lipid uptake
	Up-regulated	
	mmu-miR-223	regulated in immune response;promoting granulocytic differentiation and suppression of erythrocytic differentiation
	mmu-miR-1224	regulation of tumour necrosis factor
	mmu-miR-705	regulation lipid metabolism and inflammation
	Down-regulated	
Lung	mmu-miR-150	differentiating stem cells towards megakaryocytes and control B and T cell differentiation
	mmu-miR-143	regulation of adipocyte Differentiation
	mmu-miR-30e	corresponding gain in Bcl-2 expression and decreases in pro-apoptosis genes
	mmu-miR-200a	regulated in immune response
	mmu-miR-375	regulate glucagon levels and gluconeogenesis
	mmu-miR-34c	part of the p53 tumor suppressor network
	mmu-miR-34b-3p	part of the p53 tumor suppressor network

The full list of the functions of the differentially expressed miRNAs in different tissues infected with *S. japonicum* in *M.fortis* with the related reference is in Table S3.

### Target prediction of differentially expressed miRNAs

To identify the target mRNAs of the differentially expressed miRNAs, we performed target prediction for all the differentially expressed miRNAs in the tissues of *M. fortis* and mouse. Of the 68 different miRNA species, target genes were predicted for only 40 of them using the four different online software programs. The quantity of target genes predicted for each differentially expressed miRNA varied from 2 (miR-126-3p) to 477 (miR-328a*), with an average of 138 for up-regulated miRNAs and 34 for down-regulated miRNAs (Figure 3A,B). 

**Figure 3:**
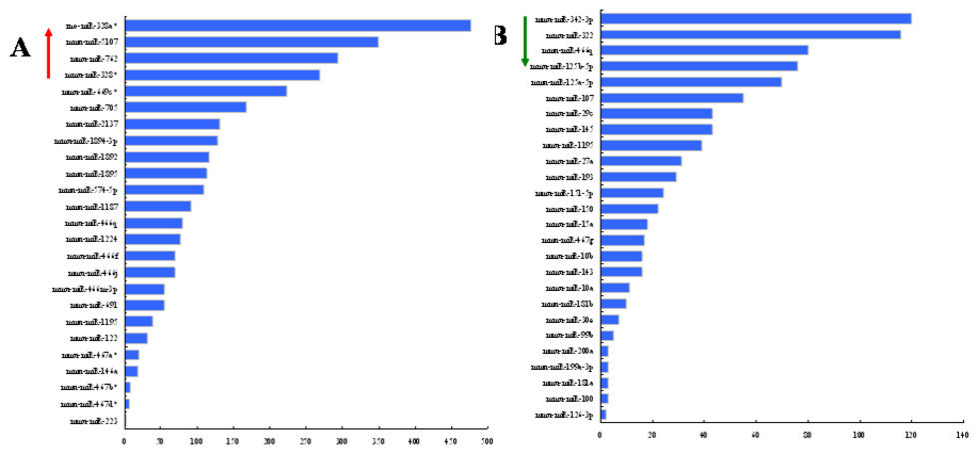
The statistics of predicted target genes for differentially expressed miRNAs in *M. fortis* compared with mice following *S. japonicum* infection. Up-regulated miRNAs in *M. fortis* were listed on the upper chart (A) and down-regulated miRNAs were in the lower chart (B). All the target genes show increased number. The vertical axis is the differentially expressed miRNAs and the horizontal axis is the target gene number.

### GO and KEGG pathway analyses of the predicted target genes of differentially expressed miRNAs in *M. fortis*

To further understand the function of the differentially expressed miRNAs, GO and KEGG pathway analyses were performed on their target genes. David gene annotation was applied to explain the biological effect of miRNAs on the basis of the top 20% of the miRNA targets. The top 15 enrichment GO annotations among the predicted target genes of differentially expressed miRNAs in *M. fortis* were analyzed as shown in Figure 4A,B[29]. GO analyses of these predicted target genes revealed that some of the target genes have important biological functions in the host against the S. *japonicum* infection (Table S4). As shown in Figure 4A, the specific GO of the target genes related to the miRNAs up-regulated in liver, spleen and lung of *M. fortis* that were involved mainly in cellular processes (e.g. DNA binding and regulation of transcription and transcription), signal transduction (e.g. cation transport and intracellular signaling cascades), metabolism (e.g. ion transport, metal ion transport and regulation of RNA metabolic process) , etc.. The specific GO of the target genes related to the down-regulated miRNAs in liver, spleen and lung of *M. fortis* were involved mainly in cellular processes (e.g. adenyl nucleotide binding, ATP binding, purine ribonucleotide binding and ribonucleotide binding), signal transduction (e.g. death, apoptosis and regulation of apoptosis ) , etc.

**Figure 4:**
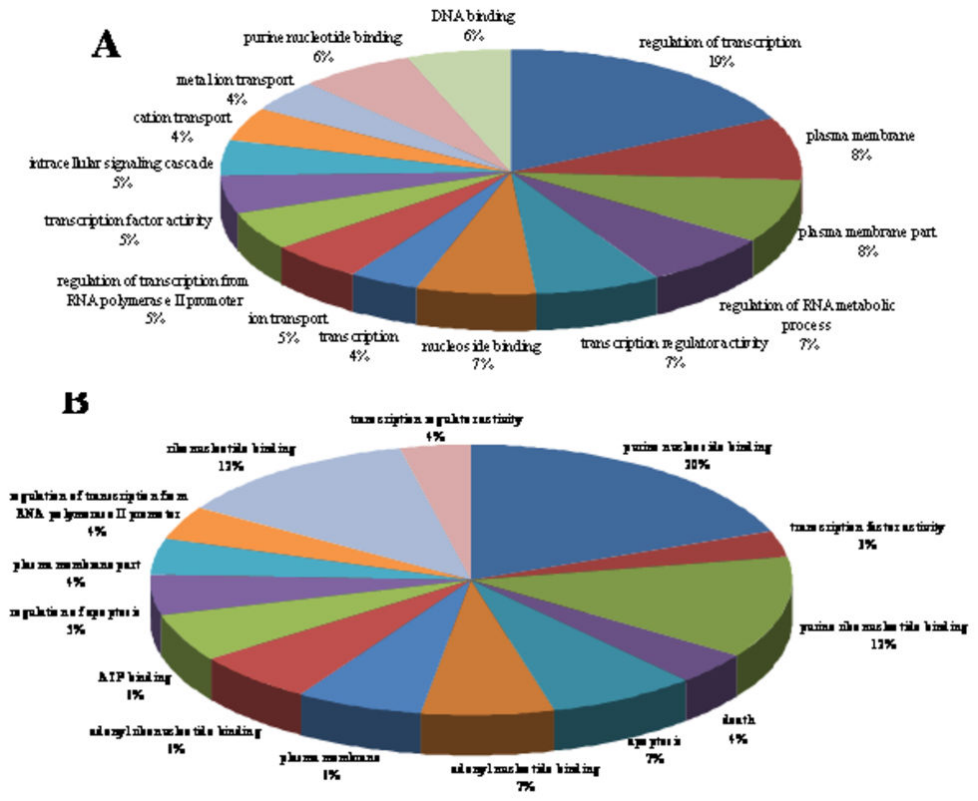
Pie charts showing the distribution of GOs for predicted target genes of differentially expressed miRNAs in *M. fortis* compared with mice following *S. japonicum* infection. A represents the category of the GOs for predicted target genes of miRNAs up-regulated in liver, spleen and lung of *M. fortis*; B represents the category of the GOs for predicted target genes of miRNAs down-regulated in liver, spleen and lung of *M. fortis*. A full list of GO analysis for predicted target genes of differentially expressed miRNAs in *M. fortis* compared with mice infected with *S. japonicum* is shown in Table S4.

The KEGG pathway annotation of all the target genes of the miRNAs is shown in Table 3. Among the targets for differentially expressed miRNAs in liver of *M. fortis*, miR-705 and miR-322 had important roles in the immune reaction (involved in the neurotrophin signaling pathway, chemokine signaling pathway and B cell receptor signaling pathway in miR-705) and metabolism (associated with inositol phosphate metabolism and the phosphatidylinositol signaling system in miR-322). 

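Of these, mmu-miR-322 fell in M. fortis liver from a signal of 1065 to 466, a log2 ratio of -1.19 (SD 0.23). On both mouse liver arrays it was below 500, at 153 uninfected and 110.3 infected. The 2 repeat spots of mmu-miR-705 gave log2 ratios of 1.57 and 1.11 in M. fortis liver.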

Among the targets for differentially expressed miRNAs in spleen of *M. fortis*, miR-328*, miR-10a and miR-10b had important roles in the immune response (involved in Toll-like receptor signaling pathway in miR-10a and miR-10b) and signal pathway induction (involved in MAPK signaling pathway and Wnt signaling pathway in miR-328*). 

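In M. fortis spleen, mmu-miR-328* rose from 4637 to 15149, and in mouse spleen it rose as well (log2 ratio 2.18, SD 1.19). The log2 ratio of mmu-miR-10a was -1.35 (SD 0.13, and -0.93 with no normalization between arrays) in M. fortis and -0.30 (SD 0.32) in mice. Both probes for miR-10b fell in M. fortis, mmu-miR-10b with a log2 ratio of -1.53 (SD 0.13) and rno-miR-10b with -1.60 (SD 0.062), and both were below 500 on the mouse spleen arrays.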

Among the targets for differentially expressed miRNAs in lung of *M. fortis*, miR-466j, miR-322, miR-34c and miR-497 had important roles in immune function (involved in the Toll-like receptor signaling pathway in miR-497), signal pathway induction (involved in the calcium signaling pathway in miR-466j), and nutrition metabolism (involved in inositol phosphate metabolism in miR-322 and the insulin signaling pathway in miR-34c ).

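In M. fortis lung, mmu-miR-466j rose from 254 to 1274 (log2 ratio 2.32, SD 0.15). The other miRNAs fell, with log2 ratios of -2.25 for mmu-miR-322 (SD 0.35), -2.10 for mmu-miR-34c (SD 0.15) and -1.22 for mmu-miR-497 (SD 0.12). Under quantile normalization mmu-miR-497 was no longer past 2-fold (-0.74). In mice, with the spleen-like uninfected array, mmu-miR-466j had a ratio of -0.071 (0.91 with no normalization between arrays) and mmu-miR-497 one of 2.19, and mmu-miR-34c was below 500 on both arrays, at 65.3 and 417. Probes for miR-297, miR-466, miR-467 and miR-669 had a median log2 ratio of 0.41 in M. fortis lung. For 3 other probes with a run of at least 8 alternating U and G it was 1.68, and for the remaining probes -0.63. This comparison was chosen after the values were seen. A response of mmu-miR-466j and hybridization of probes for such sequence were not told apart.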

**Table 3:** KEGG pathway of the targets of the differentially expressed miRNAs in different tissue of *M.fortis* following *S.japonicum* infection.

Tissue	miRNA	KEGG pathway	Putative Target	P value
Liver	Up-regulated miRNA			
	mmu-miR-705	Neurotrophin signaling pathway	PDK1, MAPK1, YWHAZ, MAP3K3, GRB2, YWHAB, RHOA, RAF1, MAPKAPK2, TRAF6, FRS2, SHC2	2.39E-06
		MAPK signaling pathway	GRB2, TAOK1, FGF11, RAF1, FGF10, ELK1, MAPKAPK2, STK3, FOS, MAPK1, MAP3K3, PAK2, PRKACA, NFATC4, TRAF6, RASA1	3.35E-05
		Chemokine signaling pathway	CCL1, MAPK1, ADCY1, GRB2, RHOA, RAF1, PRKACA, ADRBK1, GRK5, GNG4, SHC2	2.42E-03
		B cell receptor signaling pathway	FOS, MAPK1, GRB2, RAF1, NFATC4, CD79A	1.82E-02
		Natural killer cell mediated cytotoxicity	MAPK1, TNFRSF10B, GRB2, RAF1, NFATC4, IFNGR2, SHC2	2.91E-02
	rno-miR-365*	Endocytosis	RAB11FIP4, GIT1, RAB5B, PDGFRA, LDLRAP1, AGAP3, EHD4	2.00E-02
	Down-regulated miRNA			
	mmu-miR-27a	MAPK signaling pathway	BRAF, MAPK14, GNA12, CACNG2, DUSP6	2.69E-04
	mmu-miR-322	Inositol phosphate metabolism	INPP5K, PIP5K1B, IPPK	1.34E-02
		Phosphatidylinositol signaling system	INPP5K, PIP5K1B, IPPK	2.50E-02
	Up-regulated miRNA			
Spleen	mmu-miR-328*	MAPK signaling pathway	TAOK1, TGFBR1, RELA, CACNB1, MKNK2, TGFB3, MKNK1, CACNG2, CACNG1, AKT1, DUSP3, MAP3K3, DUSP14, RPS6KA2, PPP3CB, MAPK9, PDGFRB, CACNA1E, RASA1, MAP3K11	3.52E-08
		Cytokine-cytokine receptor interaction	IL9R, TNFRSF10B, OSMR, FLT4, TGFBR1, TGFB3, PDGFRB, EDAR, CD40, BMP7	1.79E-02
		Wnt signaling pathway	WNT1, PPARD, PPP2R5B, CCND2, PPP3CB, MAPK9, FZD6	3.48E-02
		Jak-STAT signaling pathway	AKT1, PTPN6, IL9R, CCND2, OSMR, BCL2L1, SPRY4	3.78E-02
	Down-regulated miRNA			
	mmu-miR-125a-5p	MAPK signaling pathway	RPS6KA1, RAC3, MAP3K8, MAPKAPK2, TRAF6, MAP3K11	4.65E-02
	mmu-miR-10a	Toll-like receptor signaling pathway	IFNAR2, IRF5, MAP2K6, TRAF3	5.48E-04
	mmu-miR-10b	Toll-like receptor signaling pathway	IRF5, MAP2K6, TRAF3	7.71E-03
	Up-regulated miRNA			
Lung	mmu-miR-466j	Calcium signaling pathway	EGFR, ADCY1, CACNA1E, CAMK2A	4.40E-02
	mmu-miR-705	Neurotrophin signaling pathway	PDK1, MAPK1, YWHAZ, MAP3K3, GRB2, YWHAB, RHOA, RAF1, MAPKAPK2, TRAF6, FRS2, SHC2	2.39E-06
		MAPK signaling pathway	GRB2, TAOK1, FGF11, RAF1, FGF10, ELK1, MAPKAPK2, STK3, FOS, MAPK1, MAP3K3, PAK2, PRKACA, NFATC4, TRAF6, RASA1	3.35E-05
		Chemokine signaling pathway	CCL1, MAPK1, ADCY1, GRB2, RHOA, RAF1, PRKACA, ADRBK1, GRK5, GNG4, SHC2	2.42E-03
		B cell receptor signaling pathway	FOS, MAPK1, GRB2, RAF1, NFATC4, CD79A	1.82E-02
		Natural killer cell mediated cytotoxicity	MAPK1, TNFRSF10B, GRB2, RAF1, NFATC4, IFNGR2, SHC2	2.91E-02
	Down-regulated miRNA			
	mmu-miR-322	Inositol phosphate metabolism	INPP5K, PIP5K1B, IPPK	1.34E-02
		Phosphatidylinositol signaling system	INPP5K, PIP5K1B, IPPK	2.50E-02
	mmu-miR-34c	Insulin signaling pathway	RHOQ, MAPK9, MAPK8, PRKACB, LIPE, HRAS1	4.65E-03
		Neurotrophin signaling pathway	PDK1, MAP3K3, MAPK9, MAPK8, HRAS1	1.97E-02
		Cytokine-cytokine receptor interaction	VEGFB, CSF1, TGFB3, PDGFRA, PDGFRB, IL13	4.43E-02
	mmu-miR-497	Toll-like receptor signaling pathway	CD40, TAB1, TRAF6, IFNAR1, TRAF3	2.93E-02
		MAPK signaling pathway	MAP3K3, TAOK1, PPP3CB, TGFB3, CACNA1E, TAB1, TRAF6, RASA1	3.63E-02

### MiRNA–gene network

To gain insight into the interactions between miRNAs and their target genes, we carried out an miRNA–gene network analysis to study the relations among the differentially expressed miRNAs in the different tissues from *M. fortis* (Figure 5). Several differentially expressed miRNAs were found with a metabolic function in liver of *M. fortis* (Figure 5A) and with an immune and inflammatory response in spleen and lung of *M. fortis* (Figure 5B). Finally, we established miRNAs regulation networks of schistosome infection of *M. fortis*, which indicated that the differentially expressed miRNA target genes might have important roles in the reactions of the host associated with *S. japonicum* infection. 

**Figure 5:**
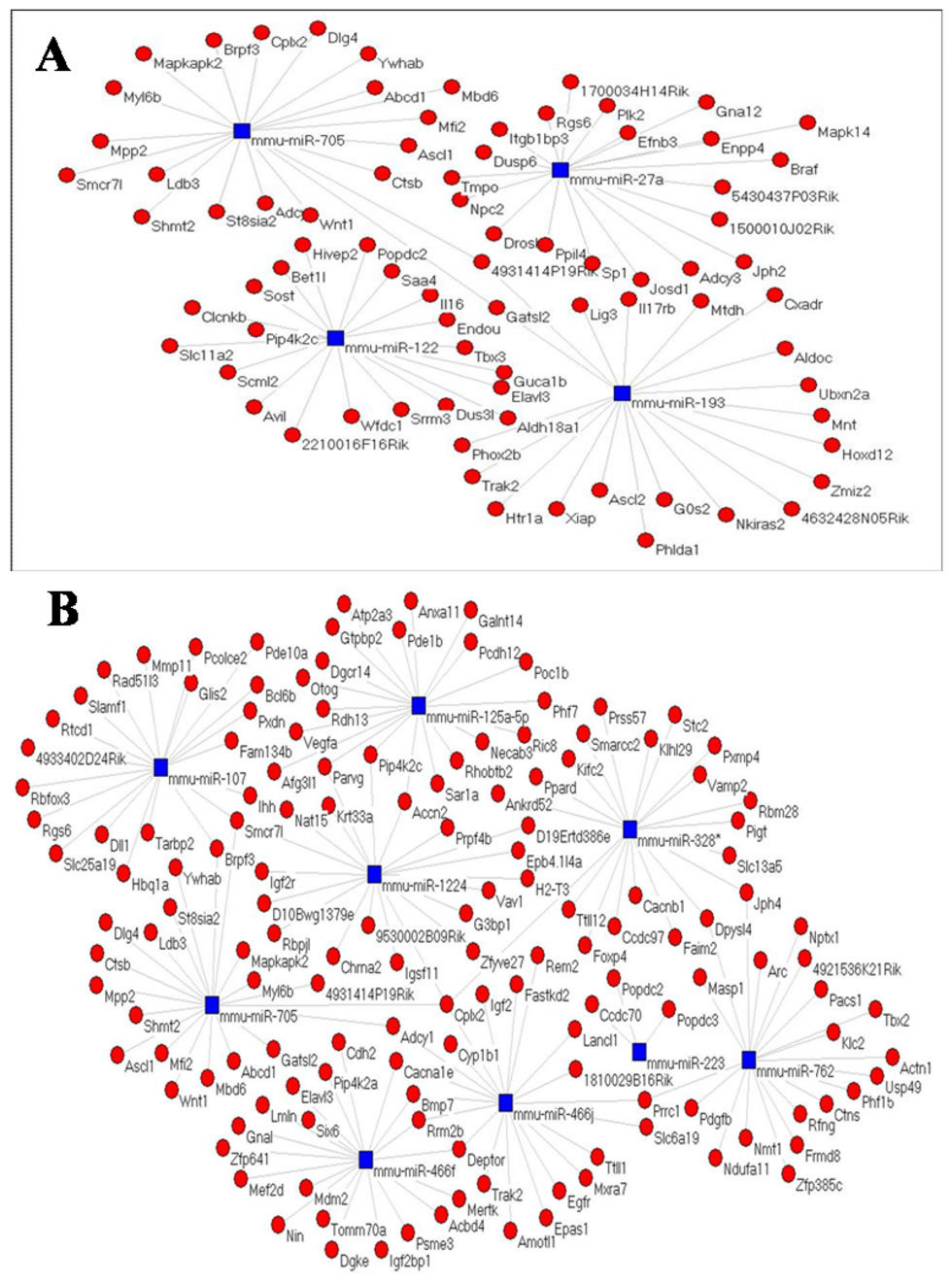
miRNA-target-network. Red cycle nodes represent mRNA and blue box nodes represent miRNA. (A) Significant miRNAs differentially expressed in liver. The left subgraph shows up-regulated miRNA–mRNA network and the right is down-regulated.(B) Significant miRNAs differentially expressed in spleen or lung.The upper subgraph shows under-expression and the lower subgraph is the over-expression microRNA–mRNA network. Mmu-miR-125a-5p and mmu-miR-107 are under-expression miRNAs in spleen. Two miRNAs(mmu-miR-466f, mmu-miR-466j) are the highest degree in lung. Edges represent the inhibitive effect of miRNA on mRNA.

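The 2 repeat spots of mmu-miR-107 on the infected M. fortis spleen array had scanner intensities of 84.1 and 1481, against 1286 and 1419.6 on the uninfected array. On the normalized scale the first spot gave a log2 ratio of -4.02 and the second -0.34, so the fall past 2-fold comes from the first spot alone. The authors' normalized intensities for this probe, 1268 and 1073, give -0.24. For mmu-miR-125a-5p both spots fell in M. fortis spleen, with log2 ratios of -1.14 and -1.27.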

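The signal of mmu-miR-466f in M. fortis lung rose from 442 to 2481, a log2 ratio of 2.49 (SD 0.16). In mouse lung it was 1947 on the uninfected array, which matches spleen, and 1991 on the infected array (log2 ratio 0.032, and 0.96 with no normalization between arrays). As for mmu-miR-466j, hybridization of probes for alternating U and G sequence was not excluded for the rise of mmu-miR-466f in M. fortis lung.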

### Validation of miRNA microarray data with qPCR analysis

Nine selected miRNAs and the housekeeping gene U6 small RNA were assayed by *qPCR* to confirm the results of the expression profiles showed by the microarray platform. 

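On the arrays, mmu-miR-494 had a log2(infected/uninfected) of 0.36 in M. fortis liver and 4.02 (SD 0.43) in mouse liver. The rat-named probe for the same miRNA, rno-miR-494, gave -0.60 (SD 0.45) and 4.28 (SD 0.60), so both probes rose in mouse liver and they differed in sign in M. fortis liver. In spleen, mmu-miR-494 rose in M. fortis (1.43, SD 0.25) and in mice (2.32, SD 0.71), as did mmu-miR-691, which had a ratio of 2.03 (SD 1.12) in mice. The ratio of mmu-miR-143 in spleen was -1.09 (SD 0.29) in M. fortis and -0.43 (SD 0.036) in mice, and rno-miR-143 gave -1.16 and -0.56. With no normalization between arrays the M. fortis ratios of mmu-miR-143 and rno-miR-143 in spleen were -0.74 and -0.79, short of 2-fold. In mouse lung mmu-miR-322 had a ratio of 3.07 (SD 0.27), from 196 on the uninfected array that matches spleen to 1638 on the infected array.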

MiR-122, miR-451 and miR-494 were detected in liver, miR-494, miR-691 and miR-143 in spleen, and miR-223, miR-200a and miR-322 in lung. The expression patterns validated by *qPCR* correlated well with those of the microarray data (Figure 6, Table S2).

**Figure 6:**
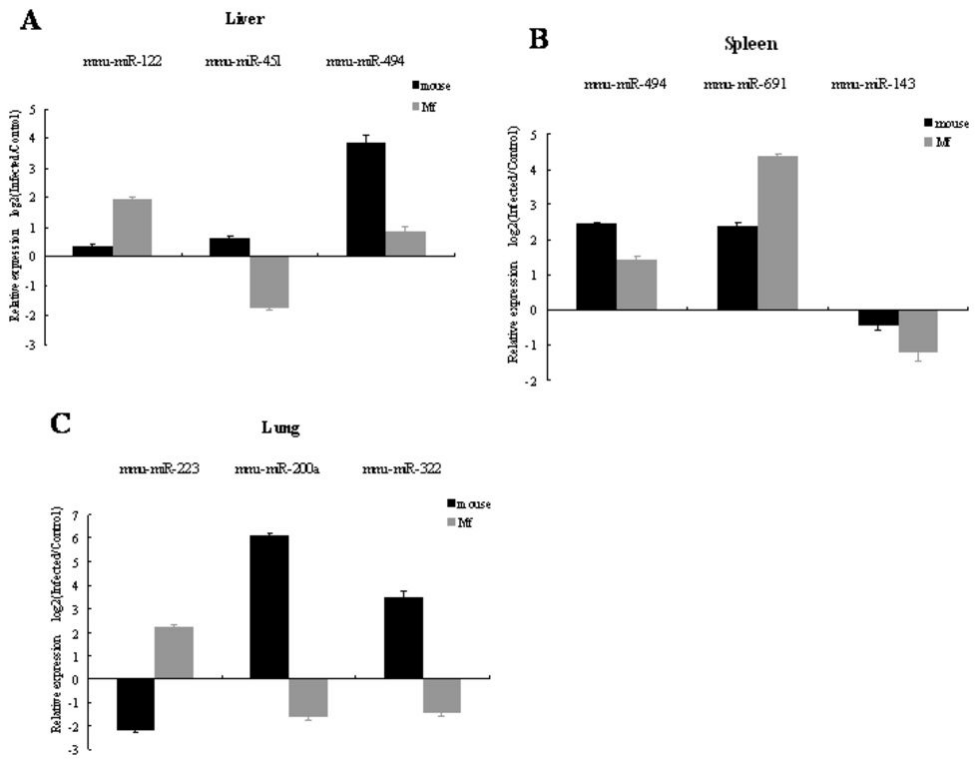
Result of *qPCR* confirmation of miRNA microarray data subset. Selected miRNA expression profile was validated in liver, spleen and lung between *M. fortis* and mice with *qPCR*, respectively. Expression rates between various samples are showed by fold change. The data presents the mean and standard error of the mean derived from triplicate experiments.

## Discussion

Previous studies had shown that the BALB/c mouse is a susceptible host, whereas *M. fortis* is a non-permissive host for *S. japonicum*. In the latter, most schistosomula were dead by 15 days p.i. and no worms were able to complete their life cycle; in addition, no pathological changes were observed in the lung or liver of schistosome-infected *M. fortis* even after 42 days p.i. Thus, *M. fortis* has been used as a non-permissive animal model for further investigations of the differences at the tissue, cell and gene expression levels between infected and uninfected animals [10]. Differentially expressed genes and proteins have been studied among worms collected from *M. fortis*, rats and mice, in which apoptosis and nutrient metabolism barriers were identified as the main reasons for the growth and development retardation of the schistosomes [32]. The mammalian hosts provide different living environments for the schistosomes and, therefore, more studies are required to increase understanding of the mechanism of the host response against schistosome infection in each environment throughout which the parasites migrate (e.g. lungs, liver and other organs). To date, no studies have analyzed the expression profile differences, regulatory mechanisms and biological functions of the miRNAs of the host following schistosome infection. In the present study, the pathological changes and miRNA expression profiles in different tissues from the non-permissive schistosome host *M. fortis* and susceptible host mice were investigated, and the biological informatics of the specific expression miRNAs were analyzed. In addition, the target genes of differentially expressed miRNAs in *M. fortis* and their function were predicted, which will provide a better understanding of the regulatory function of miRNAs in the mammalian host associated with *S. japonicum* development and the mechanisms of the anti-schistosome response in *M. fortis*. 

The difference in pathological changes of liver, spleen and lung of *M. fortis* before and 10 days p.i. are shown in Figure 1. The host innate immune response to infectious diseases is mediated by epithelial cells and immune cells, such as macrophages, neutrophils and dendritic cells, which is the first line of defence against infection [9]. As shown in our study, a large increase in the number of eosinophils, macrophages, lymphocytes and some neutrophils was observed in big inflammatory infiltrates in the infected livers of *M. fortis*, and a large number of eosinophils and lymphocytes, but only a few neutrophils were observed in small inflammatory infiltrates of *M. fortis*. In addition, the bile canaliculi epithelium cells were proliferated and many eosinophils and lymphocytes existed in small inflammatory infiltrates adjacent to the portal area of *M. fortis*. Some immune reactions, such as an increase in the number of multinucleated giant cells and inflammation in the pleura were observed in mice 10 days p.i. [9], but similar phenomena were not observed in non-infected *M. fortis*. Although progress has been made in understanding the causative mechanisms of the immune response in *M. fortis*, knowledge of the interplay between the regulatory networks of the host and schistosome is still lacking.

To investigate possible mechanisms involved in the anti-schistosome mechanism in *M. fortis*, a genomic-wide analysis of miRNA microarrays applying the miRbase v17.0 was carried out to compare the miRNA expression profile in different tissues in *M. fortis* and mice before and after infection. Many specific miRNAs that were differentially regulated during schistosome infection in the two different hosts were identified:

(i) The function of differentially expressed miRNAs in liver of *M. fortis*

Differentially expressed miRNAs in liver of *M. fortis* are involved mainly in nutrient metabolism, the inflammatory response and cell differentiation. Among them, miR-122, miR-705, miR-193 and miR-27a were related to nutrient metabolism. miR-122, reported as an abundant liver-specific miRNA, showed a significantly high expression level in liver of infected *M. fortis* but no change in spleen and lungs. miR-122 was reported to play an important role to regulate cholesterol and fatty-acid metabolism in the adult liver [33]. miR-705 was reported to be associated with regulation of lipid metabolism and inflammation [34]. miR-193 is a key regulator in adipogenesis [35], and miR-27a is known as an important negative regulator of adipocyte differentiation [36]. 

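The 2 repeat spots of mmu-miR-122 differed on the liver arrays of M. fortis and mice. In M. fortis liver the first spot read 1146 uninfected and 4243 infected on the scanner's scale, and the second spot 33799 and 45679. The first spot of the opposite arm, mmu-miR-122*, read 27009 and 44414, near the second spot of mmu-miR-122, and its second spot read 1143 and 3328, near the first spot of mmu-miR-122. Before normalization the log2 ratio in M. fortis liver was 1.89 on the first mmu-miR-122 spot and 0.43 on the second, and in mouse liver 1.65 and -0.20. The authors' normalized intensities of mmu-miR-122, 1323 and 5168 in M. fortis liver, lie near the dim pair of spots, and their log2 ratio is 1.97. Those of mmu-miR-122*, 42135 and 55842, lie near the bright pair, with a log2 ratio of 0.41. On the uninfected rat liver array mmu-miR-122 was bright (37001.5 and 37862) and mmu-miR-122* dim (56.0 and 47.0). If the bright pair is miR-122 in M. fortis too, the rise of 1.97 would be that of mmu-miR-122*. With the first spots of both probes exchanged, an alternative chosen after seeing the data, the ratio of mmu-miR-122 was 0.45 in M. fortis and -1.17 in mice. In M. fortis spleen mmu-miR-122 was below 500 on both arrays, at 282 uninfected and 81.1 infected, as it was in lung, at 247 and 293.

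**Figure D3:**
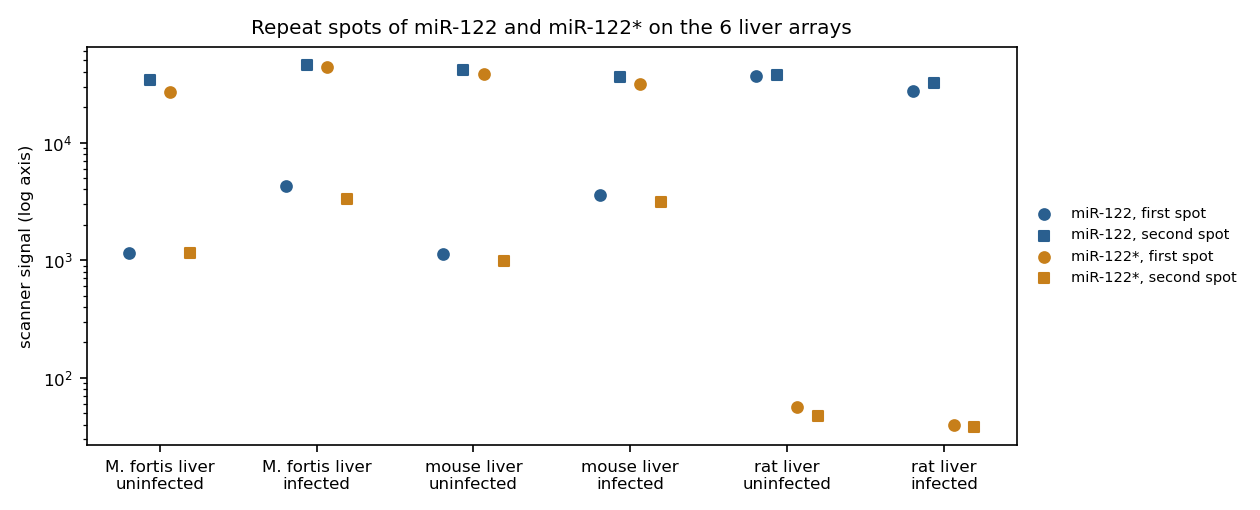
Scanner signal (log axis) of the first and second spots of miR-122 and miR-122* on the 6 liver arrays, with 1 point per spot. On the 4 arrays of M. fortis and mice the first spot of each name lies near the second spot of the other, and on the rat arrays both spots of a name lie together.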

The recent annotation of the genome of *S. japonicum* revealed that pathways for fatty acid biosynthesis and metabolism were incomplete and that some enzymes involved in fatty acid degradation and synthesis were important in lipid metabolism [1]. The high expression of miR-122 and miR-705 combined with the downregulation of miR-193 and miR-27a might decrease the levels of fatty acid synthesis and lipid metabolism, which might be important in inhibiting the growth and development of *S. japonicum* in the host environment. miR-451 is a key molecule that regulates erythroid differentiation *in vivo*, and the lack of miR-451 might decrease the hematocrit of mice [37]. The higher expression level of miR-223 in liver of *M. fortis* means a lower differentiation level of erythrocyte, given that miR-223 functions to suppress erythrocytic differentiation [38]. Given that the main food resource of schistosomes is the erythrocyte of the host, the higher expression level of miR-223 and the lower expression level of miR-451 might affect the quality and quantity of the erythrocyte from *M. fortis*, which could in turn reduce the food resource of schistosome. It has been demonstrated that miR-146a mediates protective innate immune tolerance in the bacteria-induced epithelial damage in neonates [39]. It is unknown whether there is a relation between the higher expression level of miR-146a and the innate immune tolerance of *M. fortis* against schistosome, and so further studies are required.

(ii) Effect of the differentially expressed miRNAs in spleen of *M. fortis*

The differentially expressed miRNAs in spleen of *M. fortis* were mainly involved in apoptosis and the immune response. Among four differentially expressed miRNAs, miR-494 was the only one with higher expression in *M. fortis*, with the function of targeting pro- and anti-apoptotic proteins [19]. miR-15a is known to be a regulator in lymphoid development [40]. miR-107 can increase macrophage adhesion via cyclin-dependent kinase 6 by downregulation of Toll-like receptor-4 (TLR4) [41,42,43]. miR-125a-5p can regulate the inflammatory response and lipid uptake in oxLDL-stimulated monocyte-derived macrophages [44]. Antibody-dependent cell-mediated cytotoxicity (ADCC) was used to evaluate the killing effect of the immune response in *M. fortis*, and the results showed that more macrophages and eosinophils from *M. fortis* were binding to the schistosomula *in vivo* [45], which means that the miRNA regulation of the adhesion and development of macrophages and eosinophils from *M. fortis* might be important in killing schistosomes in *M. fortis*. Surprisingly, the four differentially expressed miRNAs in spleen have the same expression trend between the two species, which might mean that the miRNA regulation network in the spleen of both mice and *M. fortis* are similar, but that in *M. fortis* can trigger a stronger immune reaction against *S. japonicum* infection.

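Of the miRNAs that changed at least 2-fold in spleen, 9 changed in both M. fortis and mice, and 6 of these changed in the same direction. The 2 probes for miR-494 were among them, with rno-miR-494 at a log2 ratio of 1.08 (SD 0.12) in M. fortis and 2.48 (SD 0.36) in mice. In mice, mmu-miR-15a, mmu-miR-107 and mmu-miR-125a-5p changed by less than 2-fold under every alternative tried. The 95% bootstrap interval of the spleen rho between the species, which describes the sampling of miRNAs only, ran from 0.070 to 0.38.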

(iii) Effect of differentially expressed miRNAs in lungs of *M. fortis*

The differentially expressed miRNAs in lung of *M. fortis* were mainly involved in nutrient metabolism, immune regulation and apoptosis. miR-223 was identified as a regulator [46] and can be dynamically regulated during T and B cell development, involved in immune response [47]. miR-1224, with the function as: ‘negative regulator of tumour necrosis factor’, which has been shown to regulate tumour necrosis factor-α (TNF-α) gene expression by modulating Sp1, might be involved in regulating the LPS-mediated inflammatory responses [48]. miR-150 was characterized as having a key role in differentiating stem cells towards megakaryocytes and controlling B and T cell differentiation [40]. miR-200a, miR-34c and miR-34b-3p were identified as regulators of the immune response and part of the p53 tumor suppressor network, respectively [49]. 

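In lung, 45 miRNAs changed at least 2-fold in both M. fortis and mice, and 4 of them changed in the same direction, mmu-miR-150 among these. The M. fortis ratio of mmu-miR-34b-3p was -2.53 (SD 0.15), and in mice its signal was at least 6.92-fold higher on the infected array than on the uninfected one, where it was not well above the empty spots. For mmu-miR-223, mmu-miR-1224, mmu-miR-200a and mmu-miR-34b-3p the sign in mice was opposite to that in M. fortis, and mmu-miR-34c did not reach 500 in mouse lung. Every one of these mouse ratios is taken against the uninfected array that matches uninfected spleen. On it, mmu-miR-200b (84.7), mmu-miR-429 (65.6) and mmu-miR-34b-3p (76.6), of which the first and second were picked out after their values were seen, had signals far below 500, while uninfected rat lung had 2879, 1220.1 and 1248. The difference between the species in lung was not tested, since each rests on 1 pair of arrays.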

Among the six miRNAs mentioned above (except miR-150), the relative expression levels were significantly different from the related miRNAs in mice, which suggested that the lung of *M. fortis* is one of the main organs in which schistosomula are killed. This result again confirmed that the lung of the host can induce an innate immune response against migrating schistosomula [9]. miR-143 was reported as a regulator of adipocyte differentiation and was significantly down-regulated compared with mice [50,51]. miR-375 was also shown to be a key regulator of glucagon levels and gluconeogenesis and it was also significantly down regulated [52]. 

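The ratio of mmu-miR-143 in mouse lung was 1.31 (SD 0.031), again against the array that matches spleen, and rno-miR-143 gave -1.51 (SD 0.10) in M. fortis and 1.32 in mice. On both mouse lung arrays mmu-miR-375 was below 500, at 65.4 uninfected and 145 infected. Quantile normalization brought the M. fortis values of mmu-miR-143 and mmu-miR-375 to -0.72 and -0.87, which are no longer past 2-fold.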

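In M. fortis lung, mmu-miR-30e fell from 3351 to 1193 (log2 ratio -1.49, SD 0.072). The probe mmu-miR-494 was below 500 on both M. fortis lung arrays, at 104 and 314, and rno-miR-494 rose from 259 to 1375 (2.41, SD 0.15). The mouse lung ratios, against the spleen-like uninfected array, were 3.39 for mmu-miR-30e, -1.40 for mmu-miR-494 and -0.57 (SD 0.49) for rno-miR-494.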

As mentioned above, many nutritional components required in the schistosome life cycle are absorbed from the host; therefore, the down regulation of lipid metabolism and carbohydrate metabolism might be one of the key mechanisms to affect the growth and development of *S. japonicum* in *M. fortis*. miR-30 was reported to result in an increase in Bcl-2 expression and a decrease in pro-apoptosis genes, such as Bax, and cleavage of caspases [53,54]. miR-494 and miR-30e were both targets on the apoptosis-related gene involved in the regulation of the level of apoptosis in the host; apoptosis is one of the main reasons for the development and growth retardation of *S. japonicum* in *M. fortis* [55], which means that it might be also one of the key players in the interaction of *S. japonicum* and *M. fortis*.

The major difficulty for understanding the biological functions of miRNAs is determining their specific target genes at the post-transcriptional level. We have predicted the target genes and functions of the differentially expressed miRNAs in *M. fortis* by using bioinformatics analysis. GO analyses revealed that some of the target genes have important biological functions in the host associated with *S. japonicum* development, and that some of these genes in *M. fortis* are involved mainly in cellular processes, signal transduction and metabolism. These results strongly suggest the potential role of miRNAs in the pathogenesis of schistosome infection in *M. fortis* and confirm the importance of bioinformatics in exploring miRNA function. The KEGG pathway analysis of the target genes of the differentially expressed miRNAs showed the genes to be mainly involved in immune-related pathways, such as the Toll-like receptor signaling pathway, cytokine–cytokine receptor interactions and B cell receptor signaling pathways; in signal induction pathways, such as the calcium-signaling pathway, phosphatidylinositol-signaling system, MAPK-signaling pathway and Wnt-signaling pathway; and in nutrient metabolism, such as inositol phosphate metabolism and the insulin signaling pathway. Also, many of the target genes were focused on the immune response-related pathways, such as the Toll-like receptor signaling pathway, cytokine–cytokine receptor interactions and B cell receptor signaling pathways, which means that the immune response toward *S. japonicum* infection might be one of the key players in the defense against infection by this parasite in *M. fortis*. The results illustrate that the mechanism involved in the innate anti-schistosome feature of *M. fortis* are closely related to the repression of nutritional components required by the parasite and a strong host immune response, which are concordant with previous reports[56].

## Conclusions

In summary, the present study revealed substantially different histological changes between tissues of the non-permissive host *M. fortis* and susceptible host mice post *S. japonicum* infection, and a remarkable inverse miRNA profile was revealed for nutritional components metabolism, immune defense diverse hints at a closely crosstalk between miRNAs and host reaction to the schistosome infection. The data in this study could provide new insights into the general mechanisms of infection regulation in *M. fortis*, and could be used to exploit the potential miRNA-regulated networks and the interaction between parasites and different hosts. However, further investigations are required to evaluate the functional consequences of these findings and the biochemical function of the differentially expressed miRNAs.

## Supporting Information

Table S1 **Sequences of the primers used for stem-loop RT-PCR.**
(XLS) Click here for additional data file.

Table S2 **miRNAs expression profile in different tissues of *M.fortis* and mice before and 10 days post infected with *S.japonicum*.**
(XLS) Click here for additional data file.

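Table S2 lists log2(infected/control) of each observed miRNA for M. fortis and, where the miRNA is common to both species, for mice. All 135 M. fortis liver, 142 spleen and 136 lung names in it match a probe. The log2 ratio of the authors' normalized intensities lies within 0.1 of the listed value for 135, 141 and 136 of them, and for 125, 135 and 128 of the 125, 135 and 128 mouse values. Of the 18, 37 and 39 M. fortis miRNAs listed at 2-fold or more in liver, spleen and lung, 16, 30 and 37 also changed at least 2-fold in the same direction in the values computed here from the scanner intensities, and all of them had the same sign. The Spearman rho of listed and computed values was 0.796 in mouse liver and at least 0.978 in every other tissue of M. fortis and mice.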

Table S3 **Main functions of the differentially expressed miRNAs in different tissues infected with *S. japonicum* in *M.fortis*.**
(XLS) Click here for additional data file.

Table S4 **GO analysis for predicted target genes of differentially expressed miRNAs in *M.fortis* compared with Mice following *S.japonicum* infection.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

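RNA of liver, spleen and lung of M. fortis, BALB/c mice and rats, uninfected or infected with S. japonicum for 10 days, was hybridized to 1-colour microarrays, with 1 array for each of the 18 combinations of species, tissue and infection. The authors scanned the arrays and deposited the mean scanner intensity of each spot on a linear scale, without background correction. The authors also deposited a table of normalized intensity, in whole numbers from 0, with 1 value for each probe and array; the methods name cyclic LOWESS, and the paper's text does not name which arrays were normalized together or how repeat spots were combined. The methods state that hybridizations were performed in duplicate, and 1 array per condition was available, so no test between infected and uninfected animals within a tissue of a species could be made from these arrays. Pairs of arrays of other tissues or species were not taken as replicates, and no p-value is given.

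Each array holds 3968 spots, of which 2916 are the 2 repeat spots of each probe, 740 are empty, 268 are spike-in controls and 44 are controls for 5S RNA. The layout of every array was checked to be the same. In 1 array the lines of 2 spots lacked a separator, and their names were taken from the layout of the other arrays. Scanner intensities were corrected with the normexp method (offset 50) of limma 3.58.1 in R 4.3.3, transformed to log2, averaged over the repeat spots and normalized over all 18 arrays by cyclic loess (span 0.7, 3 iterations). Counts, correlations and clustering were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Normalized signals are on a linear scale after this step.

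A miRNA was observed in a tissue of a species when its signal was at least 500 on 1 or both arrays, and changed when it was observed and its infected signal was at least 2-fold higher or lower. No ratio is given for a probe below 500 on both arrays. A named probe was taken as not well above the empty spots on an array when the mean scanner intensity of its repeat spots was at or below the 95th percentile of the empty spots, a rule chosen after the values were seen. Its change is then a bound, the brighter signal over the higher of its own signal and the lowest signal of the probes above that percentile on the dim array. Probes for the same miRNA named for mouse and rat have different target sequences and are reported apart, and signals of different probes are not ranked against each other. The responses of 2 species were compared by Spearman rho, and by the share with the same sign, over miRNAs observed in both, and 95% intervals came from 2000 bootstrap draws of miRNAs. Array similarity was the Spearman rho over miRNAs observed on at least 1 array, followed by average-linkage clustering. These rules and the alternatives tried, except those named as chosen later, were set before the data were examined.

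The miRNAs named are those that the paper names in its results or discussion or tested by qPCR, in the tissue it names them for, the 3 with the largest rise and the 3 with the largest fall in each M. fortis tissue, and the largest rise and fall in each mouse and rat tissue. The values in Table 1 and Table S2 had been seen when this rule was written. The alternatives were cyclic loess over the M. fortis and mouse arrays only or within each pair, quantile normalization, scaling to the median of probes observed on all arrays, no normalization between arrays, the authors' normalized intensities with 32 added before log2, a minimum of 250 or 1000, a minimum of 500 on both arrays, a threshold of 1.5-fold or 3-fold, and the methods' t-test on repeat spots. Array similarity was also computed with Pearson r. In the authors' normalized intensities the names of mmu-miR-3107 and mmu-miR-3107* were exchanged to match the scanner intensities.

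Precision is limited by the number of arrays. Repeat spots measure error within an array: among probes of at least 500, the median absolute log2 difference between them was 0.095 to 0.25 over the 18 arrays. The steps were tested on simulated data, in which 146 of 146 observed changed probes were called in the right direction and 0 of 39 unchanged ones were called. Every simulated change lay past the 2-fold threshold by more than the simulated spot noise. All simulated arrays shared the same mean profile, with no difference between tissues or species and no discordant spots. The simulation thus checks that the steps run as meant. It does not measure errors for changes near 2-fold or for the choice of normalization. The qPCR measurements, target prediction and pathway analysis of the paper were not analysed here.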

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

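The test of a mislabelled mouse lung sample and that of its blood and spleen miRNAs were planned before its values were seen. Every other test in this part, that of lung miRNAs included, was chosen after the result was seen.

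In lung, the infection responses of M. fortis and mice ran in opposite directions: over the miRNAs observed in both, the Spearman rho of log2(infected/uninfected) was -0.62. This result was picked out because the direction differs between the species, and the difference itself was not tested, since each species has 1 pair of arrays. The uninfected mouse lung array had a rho of 1.000 with the uninfected mouse spleen array and at most 0.716 with another lung array, as a mislabelled sample would give. Over miRNAs observed on either side of the comparison, the mouse lung changes followed uninfected rat lung minus spleen (rho 0.769 over 249 miRNAs). They did not follow the infection response of rat lung (rho -0.30 over 242, and -0.16 over the 173 observed on both sides). Of the 116 miRNAs changed in mouse lung, 109 had the sign of that tissue difference. A list of blood and spleen miRNAs had a median signal of 5538 on the uninfected mouse lung array and 5479 on the uninfected spleen array. On the infected mouse lung array 6 of 6 observed were lower (median log2 ratio -0.98), as blood or spleen RNA or a mislabelled sample would give. Lung RNA mixed with blood or spleen RNA cannot be tested by the near identity of the uninfected lung and spleen arrays of mice. A hybridization deposited under both labels would give it with any RNA. The median log2 difference of a list of 11 lung miRNAs between them, 0.00800, has the same limit. The list had a median signal of 84.7 on the uninfected mouse lung array, 57.8 on infected mouse spleen and 2624 on infected mouse lung. This low level argues against a large share of lung RNA on the uninfected mouse lung array. Of these 11, 4 reached 500 on the uninfected mouse spleen array, and the paper picked mmu-miR-200a, mmu-miR-143, mmu-miR-375, mmu-miR-34c, mmu-miR-34b-3p and mmu-miR-429 of them for their fall in M. fortis lung. A candidate explanation for the opposite directions is thus a difference between tissues in place of an infection response in mice. A difference in the response of the lung between the species stays open and cannot be tested on these mouse arrays.

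Similarity of the uninfected mouse lung and spleen arrays extended to the noise of the repeat spots. Over the 169 probes of at least 500 on both, the log2 differences between the repeat spots had an r of 0.995 between the 2 arrays, against at most 0.699 in the 152 other pairs. The SD of the log2 ratio between the arrays was 0.0235 over these spots and at least 0.497 in the other pairs, yet 23 of 2916 spots had the same value. The values are consistent with 1 hybridization that was scanned or read more than once and deposited under both labels. The profile that they share is that of spleen: its rho was 0.941 with infected mouse spleen and 0.716 with infected mouse lung, at least 0.828 with each of the other spleen arrays and at most 0.730 with a liver array or another lung array. How it came to stand under the lung label was not tested. The authors' normalized intensities of these arrays had an r of 0.999 and 246 equal values.

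Rat arrays, which the paper does not report, showed 65 miRNAs changed at least 2-fold in spleen (19 up, 46 down), against 15 in liver and 17 in lung. This was picked out as a signal in data that the paper did not analyse. A mislabelled sample of another tissue is argued against, since the highest rho of either rat spleen array with a liver or lung array was 0.762 and the lowest with a spleen array was 0.843, with the uninfected mouse lung array left out. A mislabelled spleen sample of another species stays open: the infected array was closest to the uninfected rat spleen array (rho 0.891), but the uninfected array was closer to infected mouse spleen (0.937) than to its own pair, and in clustering the 2 arrays joined the spleen arrays of different species. Normalization between arrays does not account for the number, since the fewest changed in rat spleen under any normalization tried was 60, and the most in rat liver and lung were 16 and 20. Part of the falls may come from hybridization of probes for alternating U and G sequence. Probes for miR-297, miR-466, miR-467 and miR-669, and 7 others with a run of at least 8 alternating U and G, made up 25 of the 46 falls. The 7 others had a median log2 ratio of -1.44, against 0.24 for the probes outside the family without a run, and stayed below those under every normalization tried. The remaining changes, and an infection response of rat spleen, stay open and untested with 1 array per condition.

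In rat liver mmu-miR-451 had a log2 ratio of -3.14 (SD 0.29 between repeat spots), a result that the paper does not report. Its spots on the infected array read 47.4 and 55.0, against a median of 49.3 for the empty spots, so the fall has only a bound (at least 8.79-fold) and its size and rank are not measured. If the infected sample held less blood, the other observed miRNAs of a list of blood and spleen miRNAs would fall too, as far as blood supplies them. Their log2 ratios were 0.067 for mmu-miR-150 (signals 1018 and 1067), 0.11 for mmu-miR-16 and -0.25 for mmu-miR-92a, with a median of 0.067, so no fall like that of mmu-miR-451 was seen. Less blood and a response of miR-451 itself still cannot be told apart, since cells of the liver, lymphocytes in it included, may supply these miRNAs and hide a fall. Under every normalization tried the fall of mmu-miR-451 stayed past 2-fold.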

How the results depend on the processing

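Apart from 3 alternatives chosen after seeing the data, which were the brighter of repeat spots that differ over 2-fold, exchange of the first miR-122 and miR-122* spots, and the authors' normalized intensities with no added constant, the alternatives were set beforehand. No test was possible within a tissue of a species, since each has 1 pair of arrays. A fit over the pairs of several tissues or species, paired by tissue, was possible and was not run: it would take tissues or species as replicates and ask for a response that they share. The files give no background for each spot, so the alternative planned with it was not run, and a correction by the empty spots was possible and was not run either; the log2 step needed no added constant for the scanner intensities, so constants of 1 or 100 were not run; and the median of 2 repeat spots equals their mean.

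Counts and correlations that answer a comparison gave 600 values under alternatives. Of these, 473 stayed within 1.5 times the count or within the interval of the correlation or share, and 127 moved further. The rho of the M. fortis and mouse responses in liver, near 0 as reported, changed sign under some alternatives, and the signs of the 8 other rho values held under all that were run for them. Which of rises and falls were more numerous changed under at least 1 alternative in 6 of the 9 tissues of the 3 species, those of M. fortis and mice. No miRNA that changed at least 2-fold was called in the opposite direction under an alternative. The count of observed miRNAs moved by over 1.5 times only in mouse lung, when both arrays had to reach 500. The values given below moved further, except counts that complete a pair of rises and falls, and pairs given because the share of rises among the changed miRNAs moved by over 10 percentage points under another normalization or choice of spots. Where the construction of the alternative, such as a stricter minimum or threshold, does not give the reason, the cause was not tested.

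As reported, rises and falls numbered 14 and 8 in M. fortis liver, 24 and 15 in M. fortis spleen, 28 and 53 in M. fortis lung, 35 and 21 in mouse liver, 21 and 17 in mouse spleen, 61 and 55 in mouse lung, 5 and 10 in rat liver, 19 and 46 in rat spleen and 13 and 4 in rat lung.

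With cyclic loess over the M. fortis and mouse arrays only, rises and falls numbered 10 and 10 in M. fortis liver and 18 and 17 in M. fortis spleen. In the other values, the falls not observed in mouse liver went from 2 to 4 and the rises not observed in mouse spleen went from 2 to 1.

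With cyclic loess within each pair of arrays, rises and falls numbered 8 and 7 in M. fortis liver, 25 and 20 in M. fortis lung, 23 and 11 in mouse liver and 3 and 8 in rat liver. Elsewhere the falls not observed in mouse liver went from 2 to 4, the rises not observed in mouse spleen went from 2 to 0 and the rises not observed in mouse lung went from 3 to 0. In addition, the falls not observed in mouse lung went from 15 to 2, the M. fortis and mouse rho in liver went from -0.064 to 0.13 and the percent with the same sign in M. fortis and mouse liver went from 51.4 to 59.8. Further, the M. fortis and rat rho in lung went from 0.26 to 0.50, the percent with the same sign in M. fortis and rat lung went from 64.2 to 74.8 and the mouse and rat rho in lung went from -0.16 to -0.35.

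With quantile normalization, rises and falls numbered 9 and 9 in M. fortis liver, 17 and 19 in M. fortis spleen, 27 and 18 in M. fortis lung, 3 and 6 in rat liver and 33 and 36 in rat spleen. The falls not observed in mouse liver went from 2 to 4, the falls not observed in mouse lung went from 15 to 5 and the M. fortis and rat rho in lung went from 0.26 to 0.46. In addition, the percent with the same sign in mouse and rat spleen went from 38.8 to 30.6.

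With scaling to the median of probes observed on all arrays, rises and falls numbered 6 and 22 in M. fortis liver, 47 and 6 in M. fortis spleen, 9 and 75 in M. fortis lung, 35 and 6 in mouse liver, 35 and 13 in mouse spleen, 6 and 59 in rat spleen and 6 and 6 in rat lung. In the other values, the falls not observed in mouse liver went from 2 to 5, the rises not observed in mouse spleen went from 2 to 1 and the rises not observed in mouse lung went from 3 to 0. In addition, the falls not observed in mouse lung went from 15 to 7, the percent with the same sign in M. fortis and mouse lung went from 29.0 to 37.2 and the M. fortis and rat rho in lung went from 0.26 to 0.44. Further, the percent with the same sign in M. fortis and rat lung went from 64.2 to 80.0.

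With no normalization between arrays, rises and falls numbered 11 and 4 in M. fortis liver, 44 and 4 in M. fortis spleen, 10 and 99 in M. fortis lung, 65 and 2 in mouse liver, 83 and 9 in mouse spleen, 106 and 31 in mouse lung, 3 and 9 in rat liver, 6 and 61 in rat spleen and 10 and 10 in rat lung. Elsewhere the falls not observed in mouse liver went from 2 to 0, the rises not observed in mouse spleen went from 2 to 0 and the falls not observed in mouse spleen went from 6 to 2. In addition, the rises not observed in mouse lung went from 3 to 0, the falls not observed in mouse lung went from 15 to 6 and the percent with the same sign in M. fortis and mouse lung went from 29.0 to 15.7. Further, the M. fortis and rat rho in lung went from 0.26 to 0.48 and the mouse and rat rho in lung went from -0.16 to -0.34.

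With the authors' normalized intensities, rises and falls numbered 9 and 9 in M. fortis liver, 19 and 18 in M. fortis lung, 8 and 8 in rat liver, 9 and 51 in rat spleen and 9 and 0 in rat lung. The miRNAs changed in any M. fortis tissue went from 115 to 72, the rises not observed in mouse spleen went from 2 to 0 and the rises not observed in mouse lung went from 3 to 0. In addition, the falls not observed in mouse lung went from 15 to 4.

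With the authors' normalized intensities with no added constant, rises and falls numbered 9 and 9 in M. fortis liver and 19 and 19 in M. fortis lung. In the other values, the miRNAs changed in any M. fortis tissue went from 115 to 75.

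With a minimum signal of 250, rises and falls numbered 45 and 57 in M. fortis lung, 38 and 54 in rat spleen and 18 and 7 in rat lung. Elsewhere the falls not observed in mouse liver went from 2 to 4, the rises not observed in mouse spleen went from 2 to 1 and the rises not observed in mouse lung went from 3 to 8.

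With a minimum signal of 1000, rises and falls numbered 8 and 6 in M. fortis liver, 16 and 11 in mouse spleen, 38 and 43 in mouse lung and 9 and 2 in rat lung. The falls not observed in mouse liver went from 2 to 5, the rises not observed in mouse spleen went from 2 to 0 and the rises not observed in mouse lung went from 3 to 1.

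With at least 500 required on both arrays, rises and falls numbered 6 and 3 in M. fortis liver, 15 and 10 in M. fortis spleen, 14 and 30 in M. fortis lung, 16 and 18 in mouse liver, 12 and 10 in mouse spleen, 26 and 27 in mouse lung, 13 and 23 in rat spleen and 6 and 2 in rat lung. In the other values, the observed miRNAs in mouse lung went from 213 to 134, those common to both species in lung went from 162 to 107 and the miRNAs changed in any M. fortis tissue went from 115 to 67. In addition, the rises not observed in mouse liver went from 6 to 2, the rises not observed in mouse spleen went from 2 to 0 and the rises not observed in mouse lung went from 3 to 1. Further, the M. fortis and mouse rho in lung went from -0.62 to -0.43, the percent with the same sign in M. fortis and mouse lung went from 29.0 to 37.4 and the M. fortis and rat rho in liver went from -0.12 to -0.31.

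With a 1.5-fold threshold, rises and falls numbered 28 and 28 in M. fortis liver, 48 and 42 in M. fortis spleen, 34 and 90 in M. fortis lung, 44 and 52 in mouse liver and 36 and 32 in mouse spleen.

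With a 3-fold threshold, rises and falls numbered 6 and 4 in M. fortis liver, 4 and 3 in M. fortis spleen, 14 and 21 in M. fortis lung, 20 and 3 in mouse liver and 13 and 12 in mouse spleen.

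With the brighter of discordant repeat spots, rises and falls numbered 11 and 10 in M. fortis liver.

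The median log2 ratio of the observed miRNAs shifts with the normalization, and rises and falls are relative to it. Cyclic loess over the M. fortis and mouse arrays only moved it by -0.17 in mouse liver. Cyclic loess within each pair moved it by 0.10 in M. fortis spleen, 0.33 in M. fortis lung and 0.16 in mouse lung. Quantile normalization moved it by 0.36 in M. fortis lung, 0.17 in rat liver and 0.19 in rat spleen. Scaling to the median moved it by -0.37 in M. fortis liver, 0.33 in M. fortis spleen, -0.52 in M. fortis lung, 0.30 in mouse liver, 0.12 in mouse spleen, 0.14 in rat liver, -0.25 in rat spleen and -0.15 in rat lung. No normalization moved it by 0.46 in M. fortis spleen, -0.75 in M. fortis lung, 0.98 in mouse liver, 0.76 in mouse spleen, 0.97 in mouse lung and -0.25 in rat spleen. Use of the authors' normalized intensities moved it by 0.34 in M. fortis lung and -0.22 in rat spleen. In all other tissues it moved by at most 0.1 under these settings.

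Of the 94 log2 ratios of named miRNAs, 75 were at least 2-fold. All 75 kept their sign under every alternative, and 57 stayed at least 2-fold under every one. The 18 exceptions, with their range over the settings, were mmu-miR-122 in M. fortis liver (0.27 to 1.97), mmu-miR-705 in M. fortis liver (0.97 to 1.39), mmu-miR-27a in mouse liver (0.99 to 2.24), rno-miR-494 in M. fortis spleen (0.98 to 1.42), mmu-miR-107 in M. fortis spleen (-2.22 to -0.23), mmu-miR-125a-5p in M. fortis spleen (-1.40 to -0.86), mmu-miR-10a in M. fortis spleen (-1.65 to -0.93), mmu-miR-143 in M. fortis spleen (-1.28 to -0.74), rno-miR-143 in M. fortis spleen (-1.39 to -0.79), mmu-miR-150 in M. fortis lung (-1.97 to -0.95), mmu-miR-705 in M. fortis lung (0.64 to 1.66), mmu-miR-143 in M. fortis lung (-2.10 to -0.72), rno-miR-143 in M. fortis lung (-2.29 to -0.93), mmu-miR-375 in M. fortis lung (-2.13 to -0.87), mmu-miR-497 in M. fortis lung (-1.70 to -0.74), mmu-miR-494 in mouse lung (-1.43 to -0.51), rno-miR-455* in M. fortis spleen (-1.69 to -0.59) and rno-miR-351 in rat lung (-1.39 to -0.63). A further 12 named values lie below 500 on both arrays, and no ratio is given for them. Of the observed ones, 6 were not well above the empty spots on 1 array, so the size of those changes has only a bound.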

Differences from the paper's values

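No test was run for these comparisons. The paper's log2 ratios are those of Table S2, for the miRNAs named here. Of 76 such ratios, 44 were counted as different, 4 of them in sign, and 32 were not. A ratio was counted as different when its sign was the other one or when the gap was over its spread, the larger of the SD between its own repeat spots and the median of that SD over the pair of arrays. Where its own SD was over 1, only the median was used, since 1 discordant spot would hide any gap. By the SD of their own repeat spots, 6 of the 44 lie within it and are given apart, and 38 differ by more. Over the 76, the number that differ is 66 with no normalization, 49 with median scaling and 45 with the brighter of discordant spots. It is 42 with cyclic loess over the M. fortis and mouse arrays only and 41 with quantile normalization. It is 33 with cyclic loess within each pair and 11 with the authors' normalized intensities with 32 added. It is 1 with the authors' normalized intensities with no constant, the last chosen after seeing the values. The last, which drops 3 of the 94 M. fortis ratios that the paper lists at 2-fold or more, closed each difference given below except that of mmu-miR-107. The brighter of discordant spots, also chosen after seeing the values, drops 13 of them and closed the difference of mmu-miR-691 in mouse spleen. Values below are log2(infected/uninfected), and a difference is closed where the value would not be counted as different by this rule. For mmu-miR-200a in mouse lung and rno-miR-223 in M. fortis liver the probe was not well above the empty spots on 1 array, so the value depends on how background is treated.

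mmu-miR-193 in mouse liver had -0.19 (the paper's value is -1.16), mmu-miR-125a-5p in M. fortis spleen had -1.20 (the paper's value is -1.40) and mmu-miR-10b in M. fortis spleen had -1.53 (the paper's value is -1.79). rno-miR-223 in mouse lung had -3.99 (the paper's value is -4.21), mmu-miR-1224 in M. fortis lung had 0.97 (the paper's value is 1.22) and mmu-miR-200a in M. fortis lung had -1.98 (the paper's value is -1.58). mmu-miR-375 in M. fortis lung had -1.89 (the paper's value is -1.52), mmu-miR-466f in M. fortis lung had 2.49 (the paper's value is 2.91) and mmu-miR-34c in M. fortis lung had -2.10 (the paper's value is -1.67). mmu-miR-181c in M. fortis liver had -1.93 (the paper's value is -2.58), rno-miR-328a* in M. fortis lung had 2.64 (the paper's value is 3.00) and mmu-miR-1195 in M. fortis lung had 2.64 (the paper's value is 3.04). These differences closed with the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

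mmu-miR-193 in M. fortis liver had -1.15 (the paper's value is -1.82), rno-miR-223 in M. fortis liver had 3.06 (the paper's value is 4.20) and mmu-miR-146a in M. fortis liver had 1.70 (the paper's value is 1.91). mmu-miR-10a in M. fortis spleen had -1.35 (the paper's value is -1.65), mmu-miR-691 in M. fortis spleen had 3.71 (the paper's value is 4.37) and mmu-miR-200a in mouse lung had 3.92 (the paper's value is 6.15). mmu-miR-466j in M. fortis lung had 2.32 (the paper's value is 2.91), rno-miR-494 in M. fortis lung had 2.41 (the paper's value is 2.71) and rno-miR-200b in mouse lung had 5.25 (the paper's value is 6.70). No alternative set before the data were examined closed these differences.

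mmu-miR-223 in M. fortis lung had 2.04 (the paper's value is 2.31), rno-miR-223 in M. fortis lung had 2.73 (the paper's value is 3.21) and mmu-miR-143 in M. fortis lung had -1.28 (the paper's value is -1.08). rno-miR-143 in M. fortis lung had -1.51 (the paper's value is -1.27), mmu-miR-34b-3p in M. fortis lung had -2.53 (the paper's value is -2.02) and mmu-miR-497 in M. fortis lung had -1.22 (the paper's value is -1.03). These differences closed with cyclic loess within each pair or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

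mmu-miR-150 in M. fortis lung had -1.16 (the paper's value is -1.05), mmu-miR-705 in M. fortis lung had 1.38 (the paper's value is 1.66) and rno-miR-143 in mouse lung had 1.32 (the paper's value is 1.59). mmu-miR-30e in M. fortis lung had -1.49 (the paper's value is -1.21). These differences closed with cyclic loess within each pair or quantile normalization or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

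mmu-miR-15a in M. fortis spleen had -0.99 (the paper's value is -1.17) and mmu-miR-30e in mouse lung had 3.39 (the paper's value is 3.93). These differences closed with quantile normalization or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

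mmu-miR-223 in M. fortis liver had 2.63 (the paper's value is 3.06). This difference closed with no normalization or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

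mmu-miR-451 in mouse liver had -0.066 (the paper's value is 0.51). This difference closed with cyclic loess within each pair or quantile normalization or median scaling or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

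mmu-miR-143 in mouse lung had 1.31 (the paper's value is 1.55). This difference closed with cyclic loess over the M. fortis and mouse arrays only or cyclic loess within each pair or quantile normalization or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

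mmu-miR-322 in mouse lung had 3.07 (the paper's value is 3.49). This difference closed with cyclic loess within each pair or quantile normalization or median scaling, and with no other alternative set before the data were examined.

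rno-miR-196c* in M. fortis liver had -2.07 (the paper's value is -2.40). This difference closed with cyclic loess over the M. fortis and mouse arrays only or median scaling or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

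The gap of the 6 ratios in this paragraph lies within the SD of their own repeat spots, so the spots do not show that they differ. They were counted for a discordant spot (4) or for their sign alone (2). mmu-miR-122 in M. fortis liver had 1.03 (the paper's value is 1.97) and mmu-miR-146a in mouse liver had 0.031 (the paper's value is -0.050). These differences closed with the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined. mmu-miR-122 in mouse liver had -0.18 (the paper's value is 0.16) and mmu-miR-466j in mouse lung had -0.071 (the paper's value is 0.010). These differences closed with cyclic loess within each pair or quantile normalization or median scaling or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined. mmu-miR-107 in M. fortis spleen had -2.18 (the paper's value is -1.20). No alternative set before the data were examined closed this difference. mmu-miR-691 in mouse spleen had 2.03 (the paper's value is 2.38). This difference closed with cyclic loess within each pair or median scaling or the authors' normalized intensities with 32 added, and with no other alternative set before the data were examined.

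The count of miRNAs changed at least 2-fold and observed in mouse too in M. fortis lung was 63 (the paper's value is 34). Within 1.5 times of the paper's count were cyclic loess within each pair of arrays (43), quantile normalization (37), the authors' normalized intensities (33), a minimum signal of 1000 (39), at least 500 required on both arrays (26) and a 3-fold threshold (25), and the other alternatives set before the data were examined were not. So was the authors' normalized intensities with no added constant (33), chosen after seeing the values, which drops 3 of the 94 listed ratios. The count of miRNAs changed in M. fortis and not observed in mouse in M. fortis spleen was 8 (the paper's value is 5). Within 1.5 times of the paper's count were cyclic loess within each pair of arrays (4), scaling to the median of probes observed on all arrays (5), the authors' normalized intensities (5), a minimum signal of 250 (6), a minimum signal of 1000 (5) and at least 500 required on both arrays (4), and the other alternatives set before the data were examined were not. The count of miRNAs changed in M. fortis and not observed in mouse in M. fortis lung was 18 (the paper's value is 5). Within 1.5 times of the paper's count were scaling to the median of probes observed on all arrays (7), no normalization between arrays (6) and the authors' normalized intensities (4), and the other alternatives set before the data were examined were not. The count of miRNAs with a rat name on the array was 362 (the paper's value is 679). No alternative bears on this count. Different probes shared 0 target sequences, so a miRNA with the same sequence in mouse and rat can stand under 1 name only. How much of the gap this covers was not counted. The paper gives its changed miRNAs specific to M. fortis in addition to the others, so those not observed in mouse were left out of the count for lung. Counted in the same way, 14 changed in M. fortis liver, 31 in spleen and 91 in any tissue, within 1.5 times of the paper's counts. With those not observed in mouse, the changes numbered 22 in liver, 39 in spleen and 81 in lung, against 18, 37 and 39 in Table S2.

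Of the 94 M. fortis ratios that the paper lists at 2-fold or more, 83 were called here in the same direction. With the authors' normalized intensities 87 were called, and with no constant added, chosen after seeing the values, 91. Among the named miRNAs, mmu-miR-27a in M. fortis liver (-0.98), mmu-miR-15a in M. fortis spleen (-0.99) and mmu-miR-1224 in M. fortis lung (0.97) fell just short of 2-fold. The first passed 2-fold with cyclic loess over the M. fortis and mouse arrays only or within each pair, median scaling, the authors' normalized intensities, and the brighter of discordant spots. The second passed with cyclic loess over the M. fortis and mouse arrays only, quantile normalization, the authors' normalized intensities and the brighter of discordant spots. The third passed with cyclic loess within each pair and the authors' normalized intensities.

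The paper states that the changed miRNAs specific to M. fortis all fell in spleen and lung. Here 2 rose and 6 fell in spleen, and 3 rose and 15 fell in lung. In lung, absence from mice rests on the infected array alone, since the uninfected one matches spleen. In liver 6 rose, more than in the paper. The falls in liver numbered 2, as in the paper, and that number changed under several other normalizations. No rise was left in spleen with cyclic loess within each pair, no normalization, the authors' normalized intensities, a minimum of 1000 or 500 on both arrays, and none in lung with cyclic loess within each pair, median scaling, no normalization or the authors' normalized intensities.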

Other observations

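Every test of an explanation for a result of this part was chosen after that result was seen. The rho values between species follow the rule set beforehand.

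In rats, which the paper does not report, 161 miRNAs were observed in liver, 200 in spleen and 202 in lung. The largest rise and fall were mmu-miR-5109 (2.11, SD 0.089 between repeat spots) and mmu-miR-451, which has only a bound, in liver, mmu-miR-204 (2.55, SD 0.025) and mmu-miR-206 (-3.85, SD 0.30) in spleen, and mmu-miR-126-5p (2.33, SD 1.41) and rno-miR-351 (-1.39, SD 0.079) in lung. The place of mmu-miR-126-5p rests on 1 discordant spot: its spots gave 1.34 and 3.33. Over miRNAs observed in both species, the rho of the infection responses of M. fortis and rat was -0.12 in liver, -0.37 in spleen and 0.26 in lung, and that of mice and rat was -0.12, -0.35 and -0.16. The lung rho of M. fortis and rat depends on the normalization and was 0.50 with cyclic loess within each pair.

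The repeat spots of mmu-miR-122 and mmu-miR-122* were at least 3.32 apart on the log2 scale on the liver arrays of M. fortis and mice, against a median of 0.133 over all probes of at least 500 there. An exchange of the values of the first miR-122 and miR-122* spots may account for this: the first spot of each name and the second spot of the other differed by at most 0.351. A layout error shared by all arrays is argued against, since spots of the same name differed by at most 0.254 on the rat liver arrays. With the spots exchanged the log2 ratio of mmu-miR-122* was 1.64 in M. fortis and 1.01 in mice. No biological explanation was tested.

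The fall of mmu-miR-107 in M. fortis spleen may come from 1 failed spot on the infected array, since the other spot had a log2 ratio of -0.34. With the brighter spot used where repeat spots differ over 2-fold, the ratio was -0.29, and the mean of both scanner intensities gave -0.79. On the infected rat spleen array the repeat spots of mmu-let-7f, picked out for their difference, read 1603 and 28622.

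Falls outnumbered rises in M. fortis lung. With cyclic loess within the pair there were 20 falls and 25 rises, and falls did not outnumber rises with quantile normalization or in the authors' normalized intensities. They did with cyclic loess over the M. fortis and mouse arrays only, median scaling and no normalization. An effect of normalization over all 18 arrays and a fall of most miRNAs cannot be told apart, since the methods differ in how much of a shift shared by most probes they remove. Of the list of 11 lung miRNAs, the paper lists 6 with a fall of at least 2-fold on these M. fortis lung arrays, so their fall tests nothing. The other 5 fell too, with a median log2 ratio of -0.70 against -0.46 for all observed miRNAs, which 4 of them lay below, and they fell under every normalization tried, with medians from -1.46 to -0.27. In mouse lung 9 of the list were observed and all rose (median 2.87, the value of a probe not well above the empty spots on the uninfected array), and in rat lung 8 of 11 fell (median -0.11). Of a list of blood and spleen miRNAs, 6 of 6 observed in mouse lung fell (median -0.98). Of 5 liver miRNAs, 5 reached 500 on the uninfected mouse liver array and 0 on the uninfected mouse lung array.

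In M. fortis liver mmu-miR-451 fell. Less blood of all cell types as the only change is argued against, since the 4 other observed miRNAs of the list of blood and spleen miRNAs had a median log2 ratio of 0.985: mmu-miR-150 1.65, mmu-miR-223 2.63, mmu-miR-16 0.042 and mmu-miR-92a 0.32. The mean scanner intensity of mmu-miR-150 on the uninfected array (77.4) was little above the 95th percentile of the empty spots (73.0), so the size of its rise is uncertain, and without it the median was 0.32. Under every normalization tried mmu-miR-150 and mmu-miR-223, miRNAs of white blood cells, rose by at least 1.25 and 2.30, while mmu-miR-16 and mmu-miR-92a fell under some. Fewer red blood cells, beside a rise of white ones, and a response of mmu-miR-451 itself cannot be told apart: mmu-miR-144, the other red cell miRNA of the list with a probe, had a signal of at most 64.8 on these arrays, and other liver cells may supply mmu-miR-16 and mmu-miR-92a.

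In rat liver the probes for miR-297, miR-466, miR-467 and miR-669 fell, with a median log2 ratio of -0.52. Hybridization of probes for alternating U and G sequence is argued against there, since family probes with a run of at least 8 had a median of 0.094 and those without a run -0.59, with the same signs under every normalization tried. Elsewhere it stays open. Over all pairs of arrays, 46 of 51 observed values of probes outside the family with a run lay on the side of the family. No biological explanation was tested.

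Between the scanner intensities and the authors' normalized intensities, the log2 values of mmu-miR-3107 over the arrays had an r of 0.267 under the same name and 0.961 with mmu-miR-3107*. For mmu-miR-3107* the values were 0.582 and 0.815. GC content of the probe target and log2 ratio had a rho between -0.25 and 0.22 over the pairs of arrays. With cyclic loess within each pair this rho ran from -0.42 in mouse liver to 0.37 in rat liver. Mean signal and log2 ratio had a rho of -0.47 in mouse liver, which was -0.017 with cyclic loess within each pair.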
